# Coordinated changes in gene expression kinetics underlie both mouse and human erythroid maturation

**DOI:** 10.1186/s13059-021-02414-y

**Published:** 2021-07-05

**Authors:** Melania Barile, Ivan Imaz-Rosshandler, Isabella Inzani, Shila Ghazanfar, Jennifer Nichols, John C. Marioni, Carolina Guibentif, Berthold Göttgens

**Keywords:** RNA velocity, Gastrulation, Erythropoiesis, Gata1

## Abstract

**Background:**

Single-cell technologies are transforming biomedical research, including the recent demonstration that unspliced pre-mRNA present in single-cell RNA-Seq permits prediction of future expression states. Here we apply this RNA velocity concept to an extended timecourse dataset covering mouse gastrulation and early organogenesis.

**Results:**

Intriguingly, RNA velocity correctly identifies epiblast cells as the starting point, but several trajectory predictions at later stages are inconsistent with both real-time ordering and existing knowledge. The most striking discrepancy concerns red blood cell maturation, with velocity-inferred trajectories opposing the true differentiation path. Investigating the underlying causes reveals a group of genes with a coordinated step-change in transcription, thus violating the assumptions behind current velocity analysis suites, which do not accommodate time-dependent changes in expression dynamics. Using scRNA-Seq analysis of chimeric mouse embryos lacking the major erythroid regulator Gata1, we show that genes with the step-changes in expression dynamics during erythroid differentiation fail to be upregulated in the mutant cells, thus underscoring the coordination of modulating transcription rate along a differentiation trajectory. In addition to the expected block in erythroid maturation, the Gata1-chimera dataset reveals induction of PU.1 and expansion of megakaryocyte progenitors. Finally, we show that erythropoiesis in human fetal liver is similarly characterized by a coordinated step-change in gene expression.

**Conclusions:**

By identifying a limitation of the current velocity framework coupled with in vivo analysis of mutant cells, we reveal a coordinated step-change in gene expression kinetics during erythropoiesis, with likely implications for many other differentiation processes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-021-02414-y.

## Background

Cellular differentiation into diverse cell types underpins all metazoan development. Moreover, cellular differentiation processes are also crucial for stem cell-mediated tissue maintenance, and their perturbation has been implicated in ageing-associated regenerative failure as well as malignant transformation [1, 2]. Since cellular differentiation decisions are made at the level of individual cells, elucidation of the underlying molecular mechanisms requires the use of single-cell approaches. It is no surprise therefore that recent innovations in single-cell molecular profiling technologies have been embraced rapidly by developmental and stem cell biologists, with complete single-cell gene expression maps now available for developing embryos of several model organisms ([3–5], reviewed in [6]), as well as large-scale datasets covering adult tissue homeostasis [7–9].

Comprehensive molecular profiling necessarily entails the generation of snapshot data, because cells need to be fixed to examine their molecular content. This in turn represents a major drawback for the study of differentiation processes, which commonly occur over extended timeframes via complex trajectories underpinned by intricate decision-making processes. Much excitement was therefore generated by a recent seminal study [10], which demonstrated that unspliced pre-mRNA present in scRNA-Seq datasets can be exploited to predict likely future expression states. This so-called RNA velocity concept is based on the notion that the ratio between unspliced and spliced RNA differs depending on whether a gene is in the process of being up- or downregulated. During upregulation, there is a relative increase in newly transcribed unspliced RNA, with the converse occurring during downregulation. The RNA velocity framework has rapidly gained traction across the wider single-cell community, being applied across multiple experimental systems [11–13], and also extended as part of the scVelo analysis suite [14], which allows inclusion of genes whose transcript levels are not in steady state.

One system where the RNA velocity concept has particular potential is erythropoiesis, the process whereby oxygen-transporting red blood cells are generated from multipotent hematopoietic progenitors. Research into the transcriptional control processes of erythropoiesis led to several paradigmatic discoveries, including the dissection of distal transcriptional control elements [15–17], as well as antagonistic transcription factor pairings as executors of lineage choice in multipotent progenitors [18]. During embryogenesis, a first so-called primitive wave of erythropoiesis occurs in the yolk sac, followed by a second definitive wave, initiated also in the yolk sac, then predominantly in the fetal liver and later in the adult bone marrow [19]. The zinc finger protein Gata1 represents the archetypal erythroid transcription factor and is required for the maturation of both primitive and definitive erythroid cells [20–23], as well as megakaryocyte maturation [24]. However, the precise molecular processes affected by Gata1 deletion in early embryonic erythropoiesis have remained obscure, principally because conventional biochemical methods are unsuitable for the very small number of cells present at these early developmental stages.

Here, we have applied RNA velocity to a recently published scRNA-Seq dataset of nine sequential timepoints, spaced 6 h apart, which encompass mouse gastrulation and early organogenesis [25]. We observed that some of the inferred trajectories are incompatible with the existing biological knowledge, as well as with the real-time ordering derived from the sequential sampling timepoints. For erythroid differentiation in particular, we show that failure of the velocity framework is due to a concerted increase in transcription rate of a subset of erythroid genes, midway through the red blood cell maturation trajectory. Analysis of *Gata1*^−^ chimeric embryos underscores the concerted nature of this expression boost downstream of Gata1.

## Results

### Limitations of RNA velocity trajectory inference at organismal scale

To evaluate RNA velocity-based trajectory inference with a complex dataset, we applied the scVelo analysis pipeline [14] to a recently reported timecourse scRNA-Seq dataset covering mouse gastrulation and early organogenesis. This mouse gastrulation atlas contains approximately 120,000 single-cell transcriptomes across nine sequential timepoints covering 37 major cell types [25]. Prior to scVelo analysis, we removed extraembryonic ectoderm and extraembryonic endoderm cells, as they derive from early lineage branching events that are not covered in this dataset. We first applied scVelo to the normalized and batch-corrected count matrix across all embryonic stages (Fig. 1A). We observed that scVelo correctly identifies the epiblast population as the origin of the global differentiation processes that occur during gastrulation and early organogenesis. In relation to the more differentiated cell types however, there were several instances where scVelo had difficulty in capturing some of the highly complex differentiation events that occur across the entire embryo. For instance, scVelo predicted that E8.0 allantois and mesenchyme cell types give rise to mesodermal cells from earlier timepoints rather than the E8.25/E8.5 allantoic and mesenchymal cells. Another inconsistency occurred with E8.0–E8.25 endoderm cells, which were predicted to give rise to E6.5–E7 visceral endoderm, rather than the other way round. Most noteworthy, scVelo failed to recapitulate the erythropoiesis branch, where it predicts a backwards differentiation from later to earlier populations. We next repeated this analysis using data from each individual timepoint (Fig. 1B; shown are E7.5 and E8.5). We saw that the pipeline accurately recapitulates known biological trajectories up to E7.5, but observed the same inconsistency from E7.75 to E8.5, with scVelo arrows pointing backwards.

**Fig. 1:**
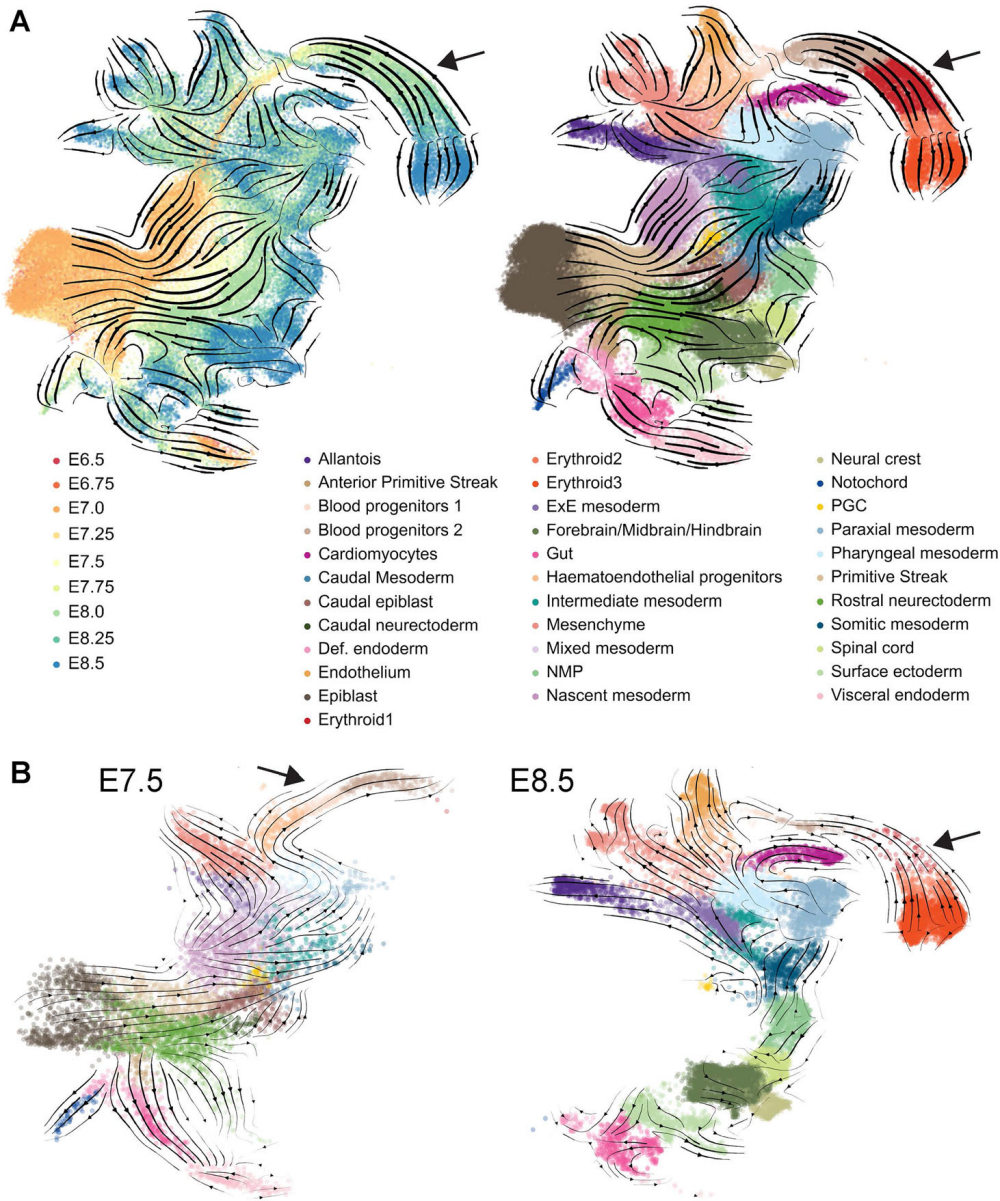
Inferring differentiation trajectories at organismal scale. **A** Pijuan-Sala et al. [25] layout containing single-cell transcriptomes from E6.5 to E8.5, colored by sampled timepoint (left) and by cell-type (right). The overlaying arrows result from applying the scVelo pipeline to the whole embryonic dataset and represent inferred developmental trajectories. Arrowheads highlight the erythroid branch, displaying scVelo trajectory predictions that are inconsistent with real-time sampling. **B** Pijuan-Sala et al. [25] layout highlighting single-cell transcriptomes belonging to E7.5 (left) and E8.5 (right) and colored by cell-type (see legend in A). The overlaying arrows result from applying the scVelo pipeline to these individual timepoints and represent inferred developmental trajectories. Arrowheads highlight the erythroid branch

Taken together therefore, we have identified that for erythroid development, the output of scVelo is inconsistent with the timecourse information gathered from the experimental design of the gastrulation atlas.

### Unspliced sequence reads help to discriminate between cell types

We next asked whether this issue is due to a general lack of biologically meaningful information captured in the unspliced reads.

To this end, we exploited two variance-based dimensionality reduction methods, principal component analysis (PCA) and Multi-Omics Factor Analysis (MOFA [26]), to interrogate how much inter-population variability is explained by the spliced and unspliced information layers, whether considered separately or together. Upon comparing PC1 and PC2 (or MOFA Factors 1 and 2), in addition to the expected lineage separation obtained using the spliced reads (Fig. 2A, left panel), we could also observe a degree of lineage separation when using the unspliced reads alone (Fig. 2A, middle panel). In addition, we saw a qualitatively improved separation of the different lineages when spliced and unspliced information is used in combination (Fig. 2A, right panel; see Additional file 1: Fig. S1 for further components/factors). Moreover, the MOFA factors account for 16% of variation in the spliced data and 4% of the variation in unspliced data (Fig. 2Bi). Interestingly, a closer look at the MOFA pre-processing and final outcome showed a minor overlap of genes that are highly variable with respect to spliced or unspliced counts (Fig. 2Bii) and a different weight contributed by the two layers to the final factors (Fig. 2Biii).

**Fig. 2:**
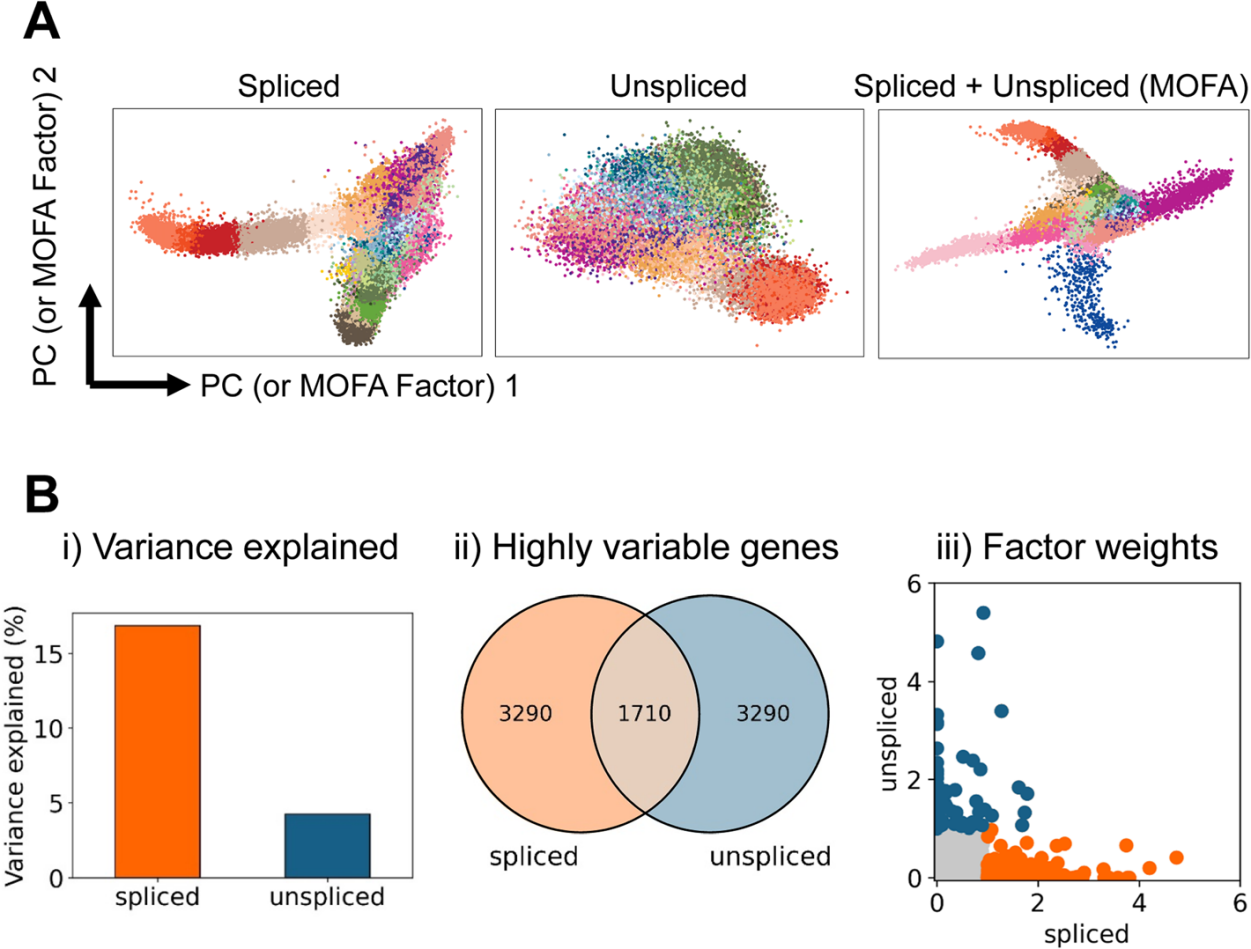
Unspliced counts contribute to explaining the variability among cell types. **A** Dimensionality reduction with the first two principal components/MOFA factors using spliced reads alone (left), unspliced reads alone (middle), and both spliced and unspliced (right). Single-cell transcriptomes are colored by cell-type annotation; see Fig. 1 for full legend. **B** MOFA characterization of spliced and unspliced reads assessing proportion of variance explained (i), overlap in highly variable genes calculating using either spliced or unspliced reads (ii), and factor weight distributions (iii)

Multiomics factor analysis therefore not only demonstrates that the unspliced reads in the gastrulation atlas dataset contain biologically relevant information, but also suggests that integrated analysis of spliced and unspliced reads may more broadly facilitate the interpretation of complex scRNA-Seq datasets.

### Analysis of unspliced reads reveals complex expression kinetics

Having confirmed the utility of unspliced reads, we next explored whether the inability to recover real-time progression in whole embryo trajectory inference using scVelo might be related to the assumptions made by the current RNA velocity analysis tools. The derivation of gene-specific expression kinetics underpins the scVelo analysis pipeline, as illustrated by so-called phase plots that depict the amounts of spliced versus unspliced reads within a population of cells [14]. If a gene is upregulated during a differentiation timecourse, cells will be placed above the diagonal between no expression and maximum expression due to the relatively larger amount of newly produced pre-mRNA during the gene induction process, while the converse is true for downregulated genes (Fig. 3A). Both of these scenarios are readily captured by scVelo, with the predicted vectors of differentiation agreeing with the actual temporal progression. If a given gene however experiences an increase in transcription rate midway through a differentiation timecourse, the sudden increase in unspliced pre-mRNA will result in a phase plot that may be wrongly classified by scVelo, with predicted vectors of differentiation diametrically opposed to the true direction of differentiation (Fig. 3A). This is indeed what we observed when inspecting the phase plots of the scVelo driver genes (top-likelihood genes, Additional file 2: Table S1), which display a steep increase of unspliced counts in the Erythroid 3 population, leading to a reverse velocity prediction, progressing from Erythroid 3 to earlier populations (Additional file 1: Fig. S2A).

**Fig. 3:**
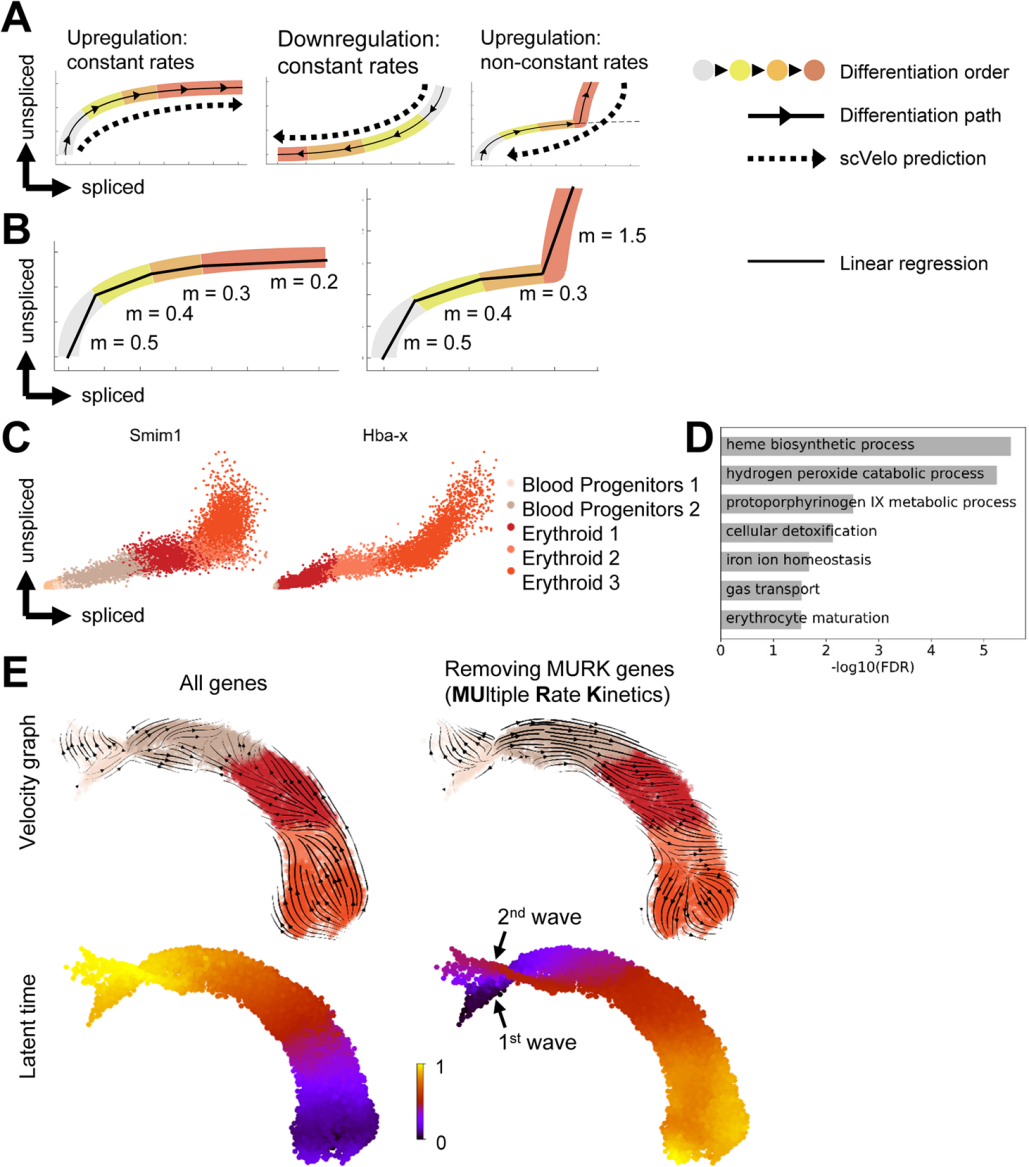
A set of genes with complex expression kinetics confounds velocity estimation in erythropoiesis. **A** Illustration of phase plot representation in datasets of differentiating cell populations, and associated scVelo predictions. **B** Illustration of strategy for MURK gene identification. **C** Phase plots of representative MURK genes. x-axis: normalized imputed counts of spliced transcript; y-axis: normalized imputed counts of unspliced transcript. **D** GO-term enrichment of MURK genes identified in mouse yolk sac erythropoiesis. **E** Zoomed-in UMAP of the erythroid branch (see Fig. 1 for full UMAP) with scVelo calculations, before and after removing MURK genes identified in **B**. Distinct waves of embryonic erythropoiesis are visible upon MURK gene removal, highlighted with arrowheads

We next set out to identify all genes exhibiting this rapid increase in expression levels in the Erythroid 3 population (Fig. 3B). After fitting a linear regression through each population and each gene and testing whether the inferred slopes reflected the expected order based on biological knowledge, we found 89 such genes, which we termed multiple rate kinetics or MURK genes. These genes included *Smim1*, coding for the Vel Blood Group Antigen [27], and *Hba-x*, where we could confirm an increase in expression kinetics using phase plots (Fig. 3C).

Having identified a set of genes with a coordinated increase in expression rate midway through erythropoiesis, we next asked what function these genes might play in the broader transcriptional program of red blood cell maturation. Visual inspection of the gene list revealed it to contain archetypal red blood cell genes including the globin genes *Hba-x*, *Hbb-a1*, *Hba-a2*, *Hbb-bt*, *Hbb-bh1*, and *Hbb-y* (Additional file 3: Table S2). Unsupervised gene ontology analysis confirmed that biological functions essential for red blood cells were highly enriched, including “gas transport” and “heme biosynthetic process” (Fig. 3D).

We next removed this set of MURK genes and recalculated the RNA velocity-inferred trajectories. As can be seen in Fig. 3E, inferred vectors of differentiation are now in good agreement with the real-time progression of erythropoiesis.

The scVelo suite also calculates a so-called latent time, which represents the pseudotime ordering hidden in the spliced and unspliced dynamics, and is more powerful than previously described pseudotime inferring approaches since it incorporates both the gene dynamics and the spliced and unspliced information [14]. Using the full gene set, the latent time calculation for the erythroid lineage is contrary to the know progression of erythroid differentiation (Fig. 3E left panels, Additional file 1: Fig. S2B, left panels). By contrast, removing the MURK genes results in a latent time prediction that is not only consistent with the major axis of erythropoiesis, but also identifies the two sequential inputs described previously [25], namely an early wave directly from posterior mesoderm as well as a second wave coming from yolk sac hemogenic endothelium (see Fig. 3E, Additional file 1: Fig. S2B, right panels).

Taken together therefore, this analysis shows that inconsistent RNA velocity-inferred trajectories can be remedied by the removal of genes with complex expression kinetics.

### Erythroid multiple rate kinetics genes are essential for red blood cell function

To corroborate upregulation of our identified MURK genes during erythropoiesis, we interrogated a previously published dataset with transcriptomic analysis of a loss of function model for the erythropoiesis master-regulator *Gata1* [28]. In vitro differentiation of Gata1 knockout embryonic stem cells over-expressing human *BCL2* can produce permanently self-renewing immature erythroid progenitor cell lines. One such model, G1ER, contains a tamoxifen-inducible Gata1 transgene, the activation of which triggers erythroid maturation ([29, 30]; Fig. 4A). Microarray-based differential gene expression was performed, comparing the uninduced and induced conditions [28]. In total, 76 of our 89 MURK genes overlapped with the genes identified by this microarray-based comparison. Of those, 64 were upregulated, of which 55 showed strong upregulation, 4 were downregulated, and 8 showed no change in expression following induction of Gata1 in the G1ER system, demonstrating a highly significant overlap of our identified MURK genes with the G1ER-induced genes (p < 10^−24^ ; see Fig. 4B).

**Fig. 4:**
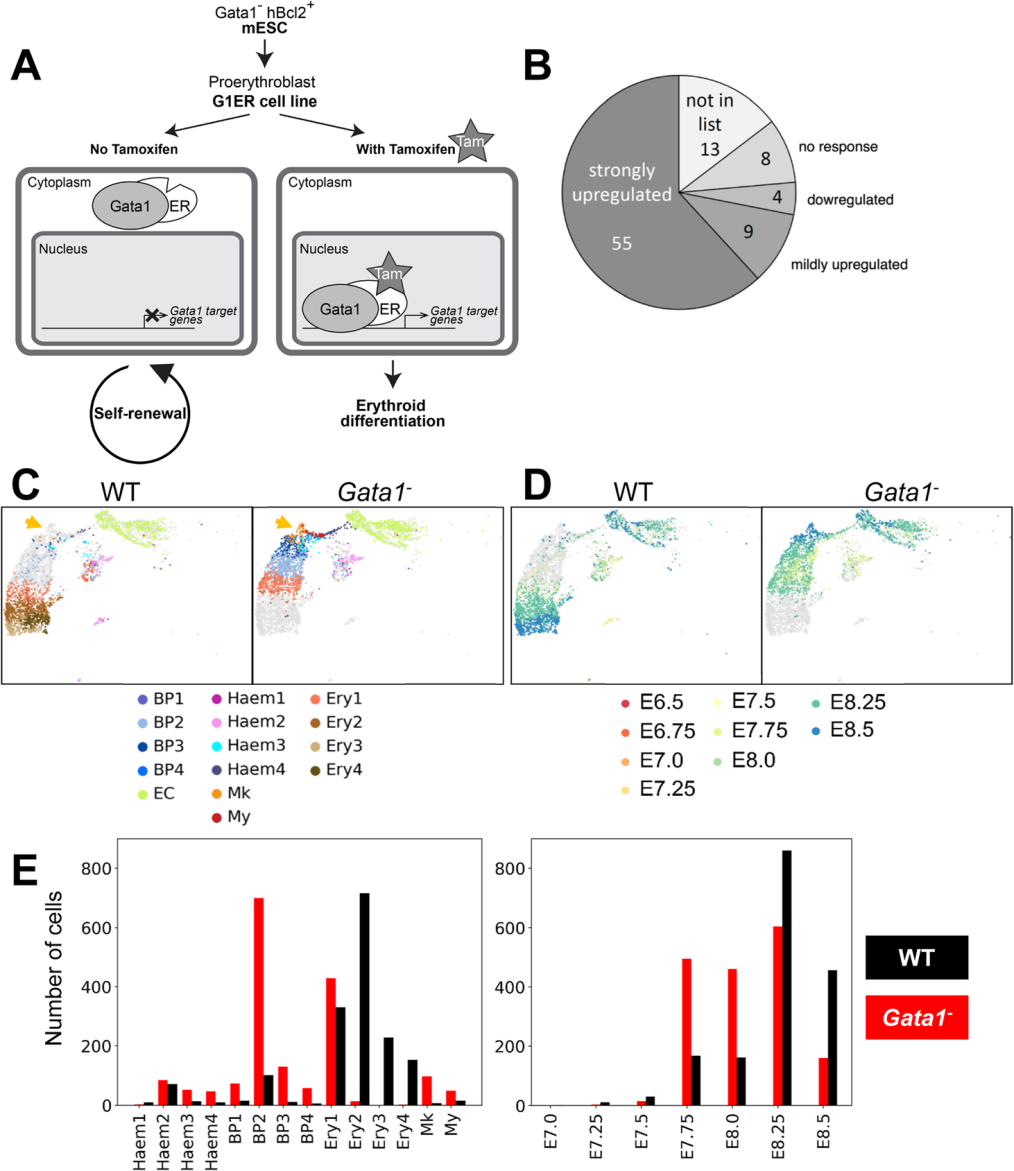
In vivo analysis of Gata1 function using a chimaera assay coupled with scRNA-Seq. **A** Schematic of the G1ER system [29, 30]. **B** Behavior of the 89 MURK genes identified in Fig. 3 upon Gata1 induction in the G1ER system [28]. Wu et al. report that upon Gata1 induction they obtained a total of 2769 upregulated genes, 6079 mildly upregulated, 3566 downregulated, and 3445 with no response. **C** UMAPS of *Gata1*^−^ chimera cells allocated a hemato-endothelial identity colored by cell-type (sub-clusters defined in Pijuan-Sala et al. [25]—BP: blood progenitors, EC: endothelial cells, Haem: hemato-endothelial progenitors, Mk: megakaryocytes, My: myeloid cells, Ery: erythroid cells) and split by genotype. Orange arrowheads highlight increased population with megakaryocytic signature in Gata1^−^ fraction. **D** UMAPS of *Gata1*^−^ chimera cells allocated a hemato-endothelial identity colored by sampling timepoint and split by genotype. **E** Barplots with the quantification of chimera cells mapping to each hemato-endothelial lineage of the reference dataset (left) and to sampled timepoints of the reference dataset (right)

Our newly identified erythropoietic MURK genes therefore perform key roles in red blood cell function, and their upregulation was validated in an independent model of red blood cell maturation.

### scRNA-Seq of mouse chimeras reveals the early cellular defects in Gata1 loss of function

The G1ER cell line represents an in vitro model, and the published differential gene expression data were from bulk microarray profiling, thus precluding any analysis of single-cell gene expression kinetics. We therefore turned to our recently reported Chimaera-Seq approach, whereby scRNA-Seq is coupled with mouse chimeric embryo technology, to define both cellular and molecular consequences of gene knockouts in vivo [25, 31]. We used our standard embryonic stem cells (ESCs) expressing a constitutive tdTomato (tdTom) fluorescent marker gene to generate a Gata1 knockout line (see “Methods”). *Gata1*^−^ tdTom^+^ cells were injected into tdTom^−^ wildtype blastocyst and transferred into pseudo-pregnant females, resulting in chimeric embryos that we harvested at E8.5. Six chimeric embryos were pooled, dissociated into a single-cell suspension, and tdTom^+^ and tdTom^−^ cell fractions were sorted for scRNA sequencing. We obtained 8420 tdTom^−^ and 7944 tdTom^+^ cells passing quality control and assigned to a cell type, with an average of 4354 genes being detected per cell.

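Droplet-based scRNA-Seq was carried out on 1 library of tdTom+ cells and 1 library of tdTom- cells, both from the same pool of 6 embryos. The paper gives the embryos as E8.5, while the label of the tdTom- sample gives E8.6 and that of the tdTom+ sample E8.5. The authors aligned the reads with Cell Ranger, separated spliced from unspliced molecules with velocyto and deposited the 2 layers as raw UMI counts per cell and gene, without normalization. The deposited tables held 8981 tdTom+ and 9252 tdTom- barcodes. Spliced UMIs summed to 167940767 in the tdTom+ library and to 157174026 in the tdTom- library, with medians of 17598 and 15996 per cell. Unspliced UMIs summed to 25275340 and 24368837. The mean number of genes per cell in the authors' quality metrics was 4559 in tdTom+ and 4335 in tdTom- cells.

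Scrublet called 411 tdTom+ cells (4.58%) and 553 tdTom- cells (5.98%) doublets, and these were left out together with a cluster of which 89.4% had been called. This left 8537 tdTom+ and 8685 tdTom- cells, with a mean of 4376 genes per cell, beside the 7944 and 8420 cells that the paper counts after its own quality control and assignment to a cell type. Cell types were rebuilt from the counts. The cells were clustered without 108 genes that the claims rest on, and a cluster was named only where at least 3 markers of a class were raised at least 2-fold. Haemato-endothelial cells were clustered again into 12 sub-clusters. Since most blood sub-clusters held cells of 1 fraction, each tdTom+ cell was also matched to the sub-cluster most frequent among its 15 nearest tdTom- cells, and expression was compared between the matched tdTom+ cells and the tdTom- cells of that sub-cluster. UMIs were summed over the cells of a group and scaled to the group's total as CPM. There is 1 library per fraction, so no difference between the fractions has a replicate check. The 95% intervals of shares (exact Clopper-Pearson) and of log2 folds (exact, conditional on the summed counts) cover counting error only.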

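*Gata1* lies on chromosome X from 7959260 to 7978071 (GRCm38, minus strand). Over all barcodes its spliced transcripts reached 6.73 CPM in the tdTom+ library (1130 UMIs) and 29.3 CPM in the tdTom- library (4600 UMIs), a log2 fold of -2.12 (95% interval -2.22 to -2.03). The UMIs of *Gata1* that remained in tdTom+ cells were mostly unspliced, at 57.6% (55.6% to 59.4%) against 8.24% (7.49% to 9.03%) in tdTom- cells. In the cells with neural markers, which stand in for free RNA, *Gata1* was at 0.494 CPM in tdTom+ and 1.44 CPM in tdTom- cells. The tdTomato row held 0 UMIs in the spliced and unspliced counts of both libraries, while the deposited gene metadata give it 4842 Cell Ranger UMIs over all cells. The zeros thus do not mean that no tdTomato was detected, and the row could not serve as a check of the labels. *Xist* was at 3.32 CPM in tdTom+ and 278 CPM in tdTom- cells. At least 3 *Xist* UMIs were found in 48 of 8981 tdTom+ cells (0.534%, 0.394% to 0.708%) and in 4264 of 9252 tdTom- cells (46.1%, 45.1% to 47.1%). *Ddx3y* was at 43.7 CPM in tdTom+ and 22.1 CPM in tdTom- cells. The ESC line is male, and the sex of the host embryos is not stated in the paper's text.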

We then concatenated the chimera data with the Pijuan-Sala et al. [25] reference dataset and mapped nearest neighbors (see “Methods”). We observed an overall homogeneous distribution of both mutant and wildtype fractions throughout the later timepoints of the landscape, except for the erythroid branch. Indeed, we observed a block in the erythroid lineage of the mutant cells, which were over-represented in the start of the erythroid differentiation branch, while their wildtype counterparts were present throughout erythroid differentiation (Additional file 1: Fig. S3). 

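Over the whole embryo, 34 clusters were kept, of which 7 were haemato-endothelial. Of the 27 others, 22 held between 25% and 75% tdTom+ cells, and these made up 11969 of the 13266 cells outside the haemato-endothelial clusters. Their share of tdTom+ cells ran from 26.8% to 68.0%, beside 49.6% over all kept cells. Outside blood, 4 clusters held over 95% cells of a single fraction. A cluster led by *Phlda2*, *Cdkn1c*, *Pitx1* and *Tbx4* had 0 tdTom+ and 431 tdTom- cells, and a cluster led by *Tbx4*, *Pitx1*, *Plac1* and *Spin2c* had 698 tdTom+ and 2 tdTom- cells. A cluster led by *Rhox5* and *Mt2* had 1 tdTom+ and 73 tdTom- cells, and a cluster led by *Srgn* and *Col4a1* had 0 tdTom+ and 20 tdTom- cells. With 1 library per fraction, a cluster held by 1 fraction cannot be told from a property of that library. Among the haemato-endothelial clusters, those led by globin genes held 957 cells, 955 of them tdTom-, and 444 cells, 443 of them tdTom-.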

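The earliest erythroid cells were taken as the erythroid-like tdTom- sub-cluster that drew the most tdTom+ cells, which is led by *F10*, *Cited4* and *Gata1*. It held 195 tdTom- cells, and 807 tdTom+ cells were matched to it. Of the 1609 tdTom+ blood cells, 50.2% (47.7% to 52.6%) were matched to this early erythroid-like sub-cluster and 30.9% (28.6% to 33.2%) to the 3 later ones. Of the 1476 tdTom- blood cells, 13.2% (11.5% to 15.0%) lay in the early and 81.4% (79.3% to 83.3%) in the later sub-clusters. Because the early sub-cluster was chosen for drawing the most tdTom+ cells, their high share in it follows in part from that choice. No time point or other ordering of the cells was used, so these shares do not by themselves show a shift to an earlier stage. Matching always assigns a cell, so a tdTom+ cell matched to a later sub-cluster is nearest to those cells among tdTom- cells and need not resemble them closely. When the tdTom- cells were matched in the same way, 97.6% returned to their own group, and 88.2% of the early cells did. With cosine distance these were 95.9% and 70.8%. Over the same denominator, the shares of tdTom+ cells moved most with cosine distance, an alternative added after the data were seen, to 33.7% early and 42.8% later.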

Identification of the nearest neighbours of chimeric cells within the reference dataset allowed their quick cell-type annotation, which we used to quantify the differences in the hemato-endothelial cell-type representation within the chimera fractions. This analysis confirmed a severe erythroid differentiation defect of the mutant cells (Fig. 4C–E). 

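Without the help of matching, the blood sub-clusters separated almost wholly by fraction. Erythroid-like sub-clusters, named from markers such as globin genes, *Alas2* and *Klf1*, took up 5 of 1611 tdTom+ blood cells (0.310%, 0.101% to 0.723%) and 1396 of 1476 tdTom- blood cells (94.6%, 93.3% to 95.7%). Blood progenitor-like sub-clusters took up 1400 tdTom+ cells (86.9%, 85.2% to 88.5%) and 6 tdTom- cells (0.407%, 0.149% to 0.883%). A sub-cluster was named after the class with the most markers raised, and 2 of these blood progenitor-like sub-clusters, with 748 and 380 tdTom+ cells, also had 3 of 7 erythroid markers raised, beside 5 and 6 of 6 blood progenitor markers. The low share of erythroid-like tdTom+ cells therefore rests on this rule. Myeloid-like cells made up 12.7% (11.1% to 14.5%) of tdTom+ and 1.96% (1.32% to 2.81%) of tdTom- blood cells. The sub-clusters were made without the genes of the claims, but genes that vary with them remained, and a sub-cluster of a single library can reflect that library. Taken as a share of all kept cells, the alternative that moved these values most, erythroid-like cells were 0.0586% of tdTom+ and 16.1% of tdTom- cells. Endothelial-like sub-clusters held cells of both fractions, with 502 tdTom+ and 367 tdTom- cells, but at a finer resolution, added after the data were seen, one of them held 85 tdTom+ and 0 tdTom- cells and another 4 tdTom+ and 108 tdTom- cells. From the counts of cells per lineage in Fig. 4E, the paper concludes that mutant cells have a severe defect of erythroid differentiation.

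**Figure D1:**
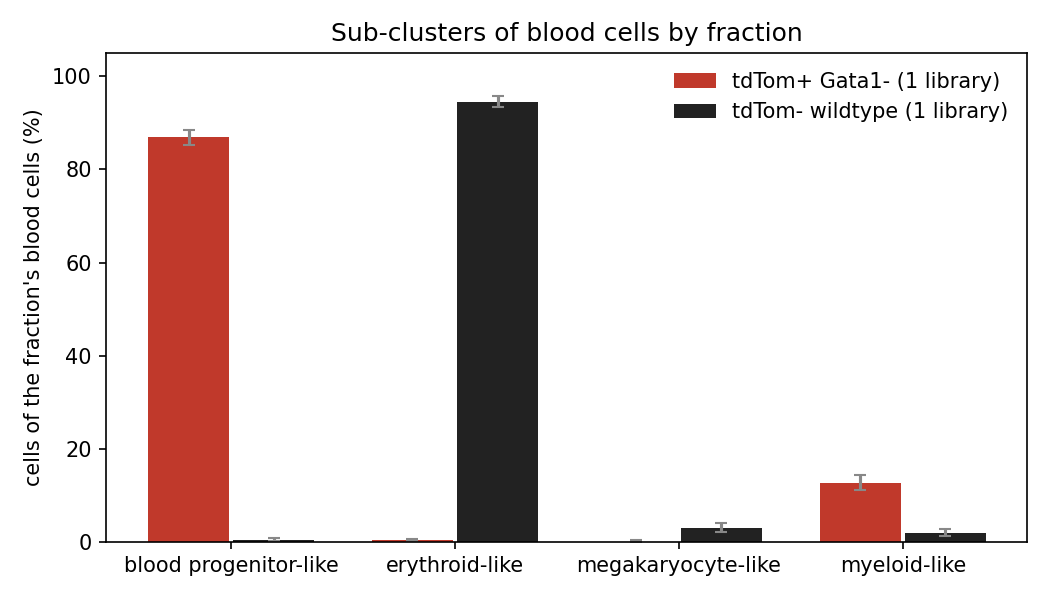
Percent of the blood cells of each fraction (vertical axis) in the sub-clusters of 4 classes, for 1 library of tdTom+ and 1 of tdTom- cells. Bars are shares and error bars their exact 95% binomial intervals, which cover counting error only. Erythroid-like cells are 0.310% of tdTom+ and 94.6% of tdTom- blood cells.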

When examining the reference dataset sampled timepoint of the chimera nearest neighbours, we also observed a temporal shift within the erythroid lineage, with tdTom^+^ mutant cells mapping to earlier timepoints than their wildtype tdTom^−^ counterparts, further confirming a developmental block of the mutant cells (Fig. 4D, E). In addition, we observed that this erythroid defect was coupled with an over-representation of cells with a megakaryocyte signature (Fig. 4C).

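The megakaryocyte-like sub-cluster, with 6 of 7 megakaryocyte markers raised and led by *Rab27b*, *Fermt3*, *Gm15915* and *Sla2*, held 1 tdTom+ cell of 1611 blood cells (0.0621%, 0.00157% to 0.345%) and 45 tdTom- cells of 1476 (3.05%, 2.23% to 4.06%). As nearest neighbours, 108 tdTom+ cells were matched to it, or 6.71% of 1609 (5.54% to 8.05%). Of these, 80 came from a blood progenitor-like sub-cluster of tdTom+ cells led by *Spi1* and *Laptm5*, 17 from another led by *Slc32a1* and *Myb*, and 10 from the myeloid-like sub-cluster. The order of the fractions therefore depends on whether cells are counted in the marker-named sub-cluster or by their nearest tdTom- cells. With cosine distance, 9.97% of tdTom+ blood cells were matched to it. At a finer resolution, added after the data were seen, 1 tdTom+ and 72 tdTom- cells were megakaryocyte-like.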

The newly generated *Gata1*^−^ Chimaera-Seq data therefore not only recapitulated the expected block in erythroid maturation, but also revealed an expansion of the megakaryocytic lineage in the E8.5 yolk sac.

### The molecular program affected by Gata1 loss in early embryos

Although the role of Gata1 is well documented in developmental erythropoiesis [21, 23], the early molecular defects of Gata1 loss of function in vivo had not been reported. The Gata1 Chimaera-Seq dataset therefore presented an opportunity to dissect the early molecular program controlled by Gata1 in vivo. Having registered a defect in erythroid differentiation and an increase in the megakaryocytic lineage population, we performed differential gene expression testing between the chimera mutant and wildtype cells in these clusters (Additional file 4: Table S3).

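Expression was compared in the early erythroid-like group, with 18041508 spliced UMIs in the matched tdTom+ cells and 3842417 in the tdTom- cells, and in the megakaryocyte-like group, with 2187543 and 795801 spliced UMIs. The largest differences were sought among 7640 and 3868 genes with at least 100 spliced UMIs in the group, leaving out those already named by the paper, by the MURK list (globin genes) or for the check of the labels. In the early group, the 5 rises ranked first were in genes with 0 UMIs in tdTom- cells, which are ranked ahead of the others. *Cpa3* had 368 UMIs in tdTom+ cells, at least 26.1-fold higher against a floor of 3 counts over the group. *Zfp990* was at least 18.2-fold, *Dbx2* at least 15.1-fold, *Fezf2* at least 14.4-fold and *Gxylt2* at least 14.1-fold higher. *Dbx2* and *Fezf2* were also found outside blood, at 3.71 CPM and 1.98 CPM in tdTom+ cells with neural markers. *Zfp990* also differed there, with 7.86 CPM in tdTom+ and 0.125 CPM in tdTom- cells with neural markers. Of the genes left out, *Xist* had a log2 fold of -9.08 and *Hbb-bs* one of -4.42. The largest falls among the others were in *Prss50*, with a log2 fold of -7.91 (-10.21 to -6.34; 3 UMIs in tdTom+ cells), *Spef1* (-4.41), *Hemgn* (-4.01), *Tnni3* (-3.98) and *Grb10* (-3.90). *Grb10* differed more outside blood, at 7.49 CPM in tdTom+ and 272 CPM in tdTom- cells with neural markers. Its log2 fold there was -5.18 (-5.40 to -4.97).

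In the megakaryocyte-like group, *Slc32a1* had 102 UMIs in tdTom+ and 0 in tdTom- cells and was at least 12.4-fold higher, but it leads the tdTom+ blood progenitor-like sub-clusters from which part of the matched cells came. *Perp* rose by a log2 fold of 6.55 (4.06 to 11.86; 1 UMI in tdTom- cells), *Plac8* by 5.11 (4.13 to 6.33), *Pak1* by 4.24 (2.35 to 7.31; 2 UMIs in tdTom- cells) and *Srgn* by 4.10 (2.86 to 5.74). *Pak1* was at 47.5 CPM in these tdTom+ cells, below the 60.9 CPM of tdTom+ and the 63.7 CPM of tdTom- cells with neural markers. Among the falls, *Gm15915* (-6.07) and *F10* (-3.01) lead the tdTom- sub-cluster itself, so that their difference goes with how the group was made. The other falls were in *Grb10* (-5.07), *Cited4* (-3.06) and *Daam1* (-2.92). Of the genes left out, *Xist* had a log2 fold of -6.10 and *Gata1* one of -3.14.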

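Between the tdTom+ cells matched to the megakaryocyte-like sub-cluster and its tdTom- cells, *Kit* reached 193 CPM in tdTom+ and 22.6 CPM in tdTom- cells, a log2 fold of 3.10 (2.42 to 3.86). *Gata2*, with 95.5 CPM against 26.4 CPM, had a log2 fold of 1.86 (1.21 to 2.58). *Myb*, with 186 CPM against 67.9 CPM, had a log2 fold of 1.45 (1.04 to 1.89). *Myb* is among the 10 genes that lead each of the 2 blood progenitor-like sub-clusters from which 80 and 17 of the 108 matched tdTom+ cells came, and *Gata2* among those that lead the second, so their rise partly describes those sub-clusters. In cells with neural markers *Gata2* was at 3.01 CPM or less and *Myb* at 2.97 CPM or less. *Gp5* fell from 41.5 CPM in tdTom- to 7.31 CPM in tdTom+ cells, with a log2 fold of -2.50 (-3.46 to -1.60) on 33 and 16 UMIs. *Pf4* had a log2 fold of -1.12 (-1.61 to -0.62), and *Plek*, which is among the 10 genes that lead the tdTom- sub-cluster, one of -1.31 (-1.73 to -0.90). *Gata1* itself fell from 153 CPM to 17.4 CPM, a log2 fold of -3.14 (-3.71 to -2.61). Subtraction of the free-RNA profile took *Kit* to 4.30.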

Regarding the megakaryocytic subset, we observed upregulation of progenitor markers *Kit*, *Gata2*, and *Myb* in the *Gata1*^−^ cells as well as lower expression of maturation genes for the megakaryocyte lineage *Gp5*, *Pf4*, *Mpl*, and *Plek* (Fig. 5A). Hyper-proliferative megakaryocyte progenitors, detected previously in *Gata1*^−^ E12.5 fetal livers, led to compromised platelet function and were suggested to originate in the yolk sac [32]. Our results showing over-production of megakaryocytic cells with impaired maturation characteristics in E8.5 *Gata1*^−^ chimera yolk sacs support this notion, and importantly place the megakaryocytic defect within the very early phase of megakaryocyte formation.

**Fig. 5:**
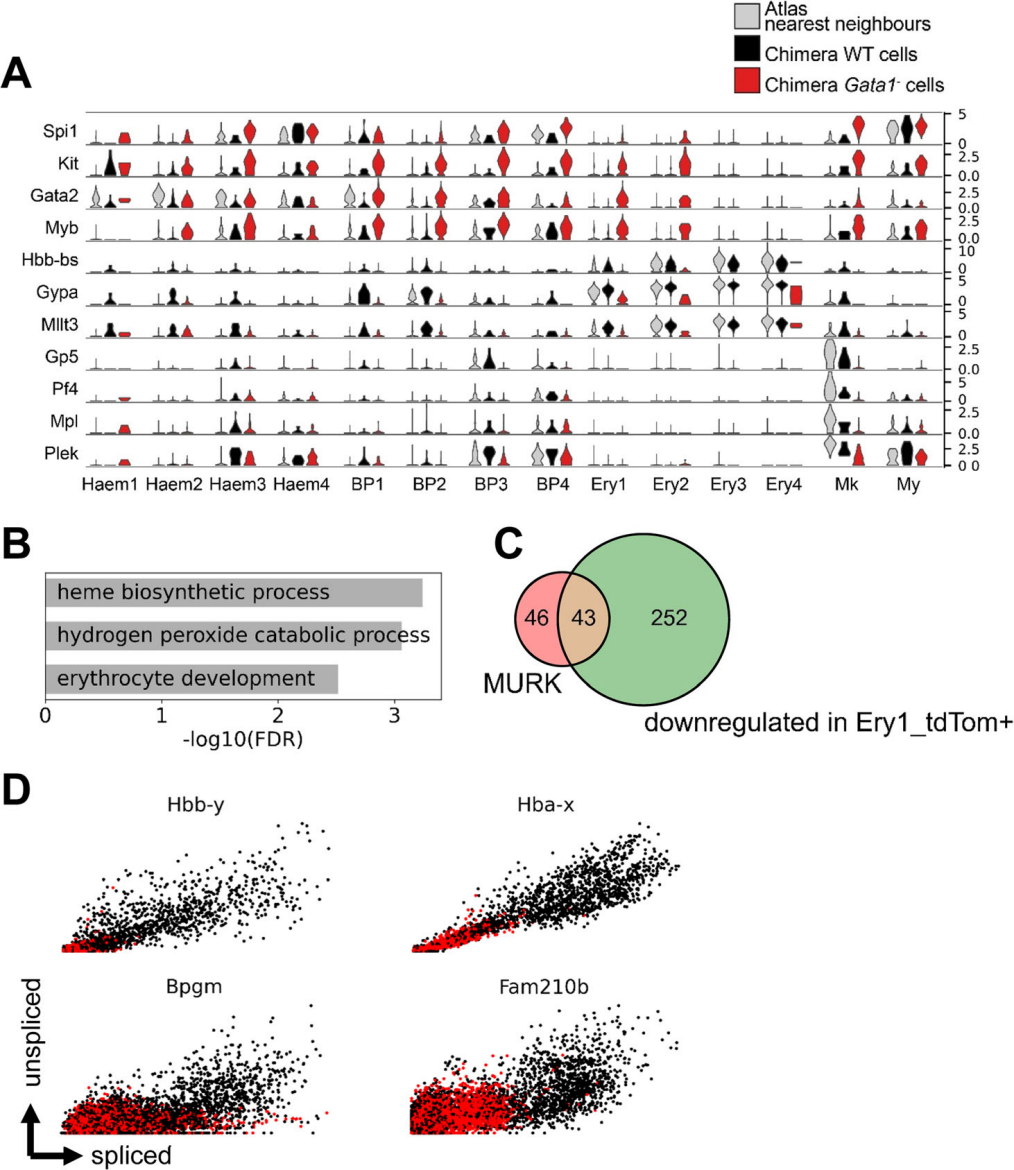
Gata1 chimaera assay reveals disruption of MURK genes and perturbed yolk sac hematopoiesis. **A** Violin plots of representative genes differentially regulated in *Gata1*^−^ hematopoietic lineages. **B** GO-term enrichment of genes downregulated in *Gata1*^−^ Ery1 cells compared to their WT counterparts in chimeras. **C** Venn diagram showing overlap between MURK genes and genes downregulated in *Gata1*^−^ Ery1 cells. **D** Phase plots of MURK genes identified along erythroid differentiation, in E8.5 *Gata1*^−^ chimera datasets, colored by tdTom status

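*Spi1* lies on chromosome 2 from 91082390 to 91115756 (GRCm38, plus strand). In the early erythroid-like group its spliced transcripts were at 66.2 CPM in tdTom+ cells (1195 UMIs) and 2.34 CPM in tdTom- cells (9 UMIs), a log2 fold of 4.82 (3.89 to 5.95). In the megakaryocyte-like group it was at 342 CPM in tdTom+ and 39.0 CPM in tdTom- cells, a log2 fold of 3.14 (2.62 to 3.70). Cells with neural markers had 0.576 CPM in tdTom+ and 0.0313 CPM in tdTom- cells. *Spi1* leads the tdTom+ sub-cluster from which most of the matched megakaryocyte-like cells came, although it was left out of the genes used for clustering. The value of the early group moved most, to 5.71, over all erythroid-like cells, a comparison added after the data were seen. That of the megakaryocyte-like group moved most, to 2.62, when each cell was thinned to 5000 spliced UMIs.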

Interestingly, all hemato-endothelial cell subsets displayed upregulation of *Spi1* (coding for the PU.1 transcription factor) in the *Gata1*^−^ cell fraction compared to wildtype counterpart (FDR < 0.01; Fig. 5A). Given the previously reported Gata1-PU.1 cross-repression in adult bone marrow [18] and in zebrafish embryonic hematopoiesis [33], we systematically assessed the effect of *Gata1* knockout in the mouse chimera lineages and observed that in *Gata1*^−^ cells, *Spi1* was specifically upregulated in all hematopoietic sub-clusters, with a stronger effect on Mk and Ery1 subsets (Additional file 1: Fig. S4).

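In the later erythroid-like group, 534 UMIs of *Spi1* in 497 tdTom+ cells stood against 22 UMIs in 1201 tdTom- cells, a log2 fold of 5.70 (5.09 to 6.39). In the myeloid-like group, of which *Spi1* is itself a marker, it was at 503 CPM in tdTom+ and 302 CPM in tdTom- cells, a log2 fold of 0.73 (0.48 to 1.00). The endothelial-like sub-clusters had few *Spi1* UMIs. In sub-cluster 4, led by *Emcn* and *Plvap*, 17 UMIs in tdTom+ and 3 in tdTom- cells gave a log2 fold of 2.13 (0.34 to 4.55). In sub-cluster 7, led by *Etv2* and *Kdr*, the log2 fold was 1.06 (-0.32 to 2.67), and in sub-cluster 0, led by *Lyve1* and *Selenop*, it was -0.08 (-1.20 to 1.09). A difference in these last sub-clusters was not detectable at this depth. Differences between the groups' folds were not tested. Starting from earlier reports of cross-repression between the 2 factors, the paper states that *Spi1* is higher in mutant cells of the hematopoietic sub-clusters (Fig. S4), where nearest neighbours from the reference atlas were added to the wildtype cells.

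**Figure D2:**
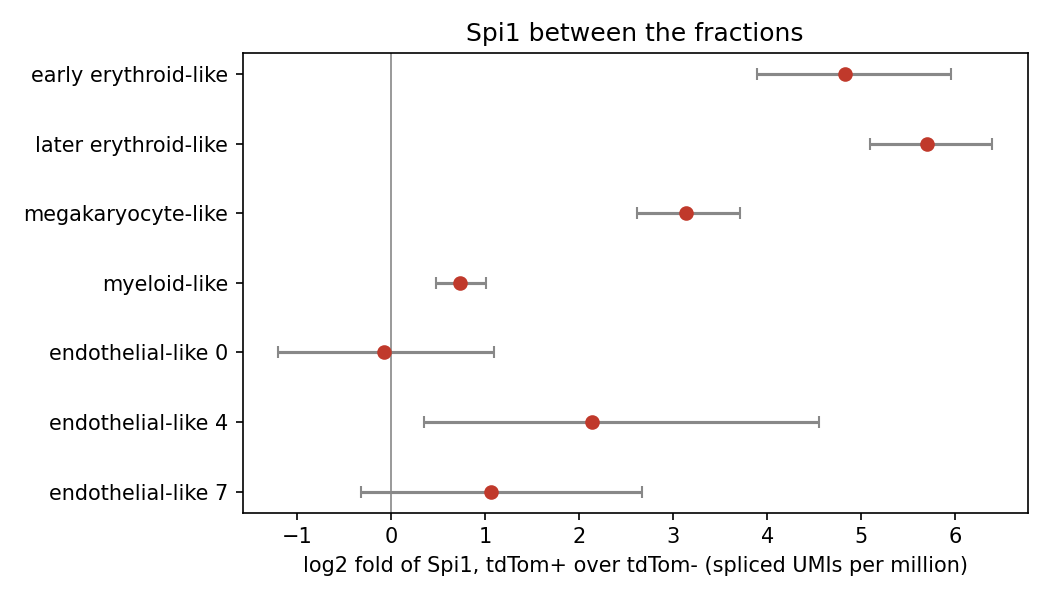
Log2 fold of *Spi1* between tdTom+ and tdTom- cells (horizontal axis, from CPM of spliced UMIs) in 7 groups of matched cells, with 1 library per fraction. Points are folds and bars their exact 95% intervals, which cover counting error only. The intervals of endothelial-like 0 and 7 include 0.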

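Among the progenitor genes in the early erythroid-like group, *Gata2* was at 148 CPM in tdTom+ cells (2673 UMIs) and 8.07 CPM in tdTom- cells (31 UMIs), a log2 fold of 4.20 (3.69 to 4.76). *Myb* was at 123 CPM in tdTom+ and 14.1 CPM in tdTom- cells, a log2 fold of 3.13 (2.74 to 3.54). *Kit* was at 95.8 CPM and 15.6 CPM, a log2 fold of 2.62 (2.25 to 3.01). The level of *Kit* in early tdTom- cells was close to its 13.6 CPM in tdTom- cells with neural markers. Subtracting the level in cells with neural markers from each fraction moved its log2 fold to 5.29. *Gata2* and *Myb* lead tdTom+ sub-clusters that supplied the matched cells, so their rise partly describes those sub-clusters.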

In the early erythroid subset, Ery1, we again noted that the mutant cells displayed increased expression of genes characteristic of a progenitor signature. Conversely, erythroid maturation hallmark genes such as *Hbb-bs* and *Gypa* were downregulated, along with the erythroid Gata1 target *Mllt3* ([34]; Fig. 5A). 

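*Hbb-bs* was at 16.6 CPM in tdTom+ cells (300 UMIs) and 357 CPM in tdTom- cells (1370 UMIs), a log2 fold of -4.42 (-4.61 to -4.24). *Hbb-bs* is among the 10 genes that lead the early erythroid-like tdTom- sub-cluster, so that its difference goes in part with how the group was made. *Mllt3* was at 20.3 CPM in tdTom+ and 144 CPM in tdTom- cells, a log2 fold of -2.82 (-3.02 to -2.63), while cells with neural markers had 51.5 CPM and 57.2 CPM. With unspliced UMIs added, the log2 fold of *Mllt3* was -1.66. *Gata1* itself fell by 2.23 on the log2 scale, from 146 CPM to 31.1 CPM. Other globin genes differed less than *Hbb-bs*. The log2 fold was -2.46 for *Hba-x*, -1.52 for *Hbb-bt*, -0.88 for *Hbb-bh1*, -0.74 for *Hbb-y* and -0.58 for *Hba-a2*, and it was 0.61 (0.26 to 0.97) for *Hbq1b*. Some globin genes are close copies of one another, and reads could have been split between such copies by the authors' counting. Which of these folds that affects was not tested. Free globin RNA also differed between the libraries, with 14.8 CPM of *Hbb-y* in tdTom+ and 134 CPM in tdTom- cells with neural markers.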

GO-term enrichment analysis of genes downregulated in *Gata1*^−^ Ery1 cells revealed biological processes essential to red blood cell function (Fig. 5B). Furthermore, we also observed that 48% of the MURK genes identified in Fig. 3 overlapped with these genes that fail to upregulate in *Gata1*^−^ erythroid cells (Fig. 5C; p < 10^−24^).

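The 89 MURK genes of Table S2 were followed in the early erythroid-like group, with a pseudocount of 1 CPM. Their median log2 fold between tdTom+ and tdTom- cells was -0.77 (95% interval -0.88 to -0.73, from Poisson resampling of the counts), with 74 genes lower and 15 higher in tdTom+ cells. At least 2-fold lower were 37 genes (41.6%), and 0 were at least 2-fold higher. This is a size rule and not a test. Of 10000 random lists of 89 genes matched on mean CPM, 0% had a lower median, and the middle 95% of their medians ran from -0.01 to 0.12. This percentile describes the 2 libraries and does not carry over to other embryos. *Cldn13* had 0 UMIs in tdTom+ cells and *Aqp3* had 0 in tdTom- cells, and neither moves the median when set to the floor of 3 counts. The globin gene *Hba-x* and *Bpgm* (-1.58) were among the genes past 2-fold, while *Fam210b* (-0.84) and *Hbb-y* were lower by less. *Bpgm* was at 26.4 CPM in tdTom+ cells, below its 53.0 CPM in cells with neural markers. The alternative set beforehand that moved the median most subtracted the level in cells with neural markers. It gave -1.23 over the 74 genes that stayed above 0 in either fraction, and -0.88 with the other 15 genes counted as unchanged, a version added after the data were seen. In its own comparison of single cells, the paper states an overlap of the list with the genes that fail to rise in mutant erythroid cells (Fig. 5C).

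**Figure D3:**
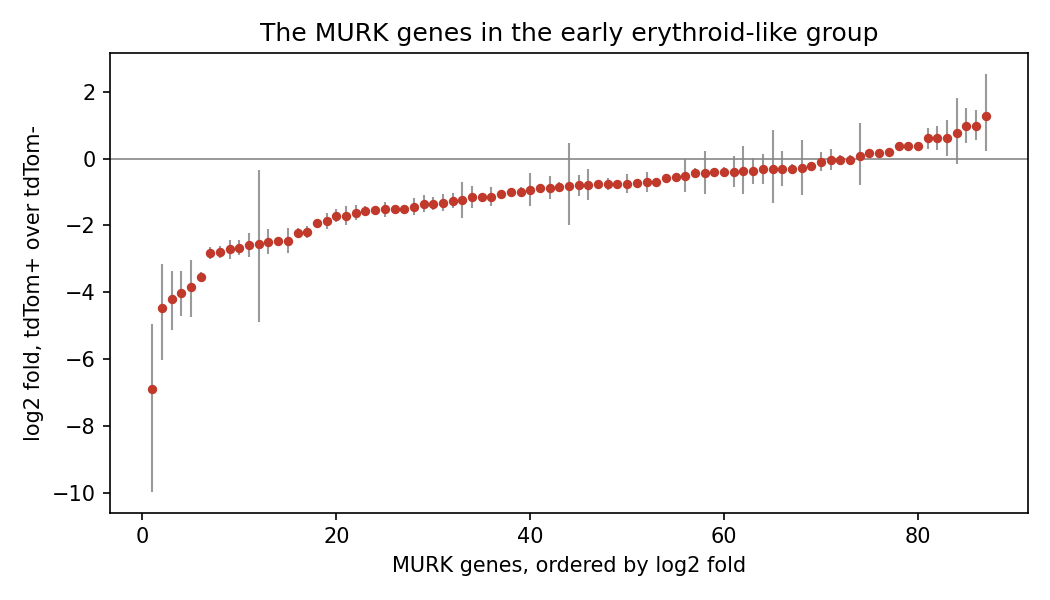
Log2 fold between tdTom+ and tdTom- cells in the early erythroid-like group (vertical axis, without pseudocount) of the 87 MURK genes with UMIs in both fractions, in order of size, with 1 library per fraction. Points are folds and bars exact 95% intervals for counting error. The folds run from -6.88 to 1.28.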

In addition to the failure of inducing genes associated with erythroid maturation, single-cell resolution molecular analysis also revealed a striking failure to downregulate genes associated with alternative lineage programs such as Pu.1, consistent with the notion that the earliest wave of primitive hematopoiesis produces erythroid cells, megakaryocytes, and macrophages, with evidence for at least bipotential progenitor cells [35].

### The late erythroid increase in expression rate is downstream of Gata1 function

Having generated the Chimaera-Seq single-cell data for both wildtype and Gata1 knockout cells, we next used the ratio of spliced/unspliced reads to explore differences in expression kinetics between the wildtype and mutant cells. 

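For this comparison the UMIs of each layer were summed over the early and the later erythroid-like cells of each fraction and given as CPM of both layers together. The unspliced layer took up 13.1% of UMIs in the tdTom+ library and 13.4% in the tdTom- library. Only 38 of the 89 MURK genes had at least 20 unspliced UMIs in every group. Over 4925 other genes with at least 100 UMIs in each group, the median unspliced share was 12.0% in early tdTom+ and 12.1% in early tdTom- cells. In later cells it was 11.6% in tdTom+ and 12.5% in tdTom- cells. From early to later tdTom- cells, the median log2 change of these other genes was -0.13 in spliced and -0.14 in unspliced CPM.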

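From the early to the later erythroid-like tdTom- cells, the median log2 change of the 89 MURK genes was 0.59 (0.54 to 0.63) in spliced and 0.27 (0.19 to 0.36) in unspliced CPM, and unspliced CPM rose for 69 genes. Between the tdTom+ cells matched to the same sub-clusters, the median change was 0.19 (0.15 to 0.23) in spliced and 0.06 (0.02 to 0.10) in unspliced UMIs, and unspliced UMIs rose for 51 genes. The rise in unspliced UMIs was larger in tdTom- than in tdTom+ cells for 64 genes and smaller for 24. Set against tdTom- cells, the unspliced UMIs of tdTom+ cells had a median log2 fold of -0.50 (-0.62 to -0.37) in the early and -0.82 (-0.93 to -0.70) in the later group, beside -1.23 (-1.30 to -1.16) in spliced UMIs of the later group. Other genes had medians of -0.01 and 0.05 in unspliced UMIs. The median unspliced share of the MURK genes with UMIs in the group was 6.85% in early and 7.30% in later tdTom- cells, and 8.39% in early and 5.47% in later tdTom+ cells, with counting intervals of 5.37% to 8.34%, 6.35% to 8.253%, 6.84% to 9.94% and 4.47% to 6.47%. The alternative that moved these shares most kept the genes with at least 20 unspliced UMIs in every group, with 17.4%, 15.7%, 16.3% and 17.5% in the same order. The tdTom+ cells called later were placed there by matching alone.

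**Figure D4:**
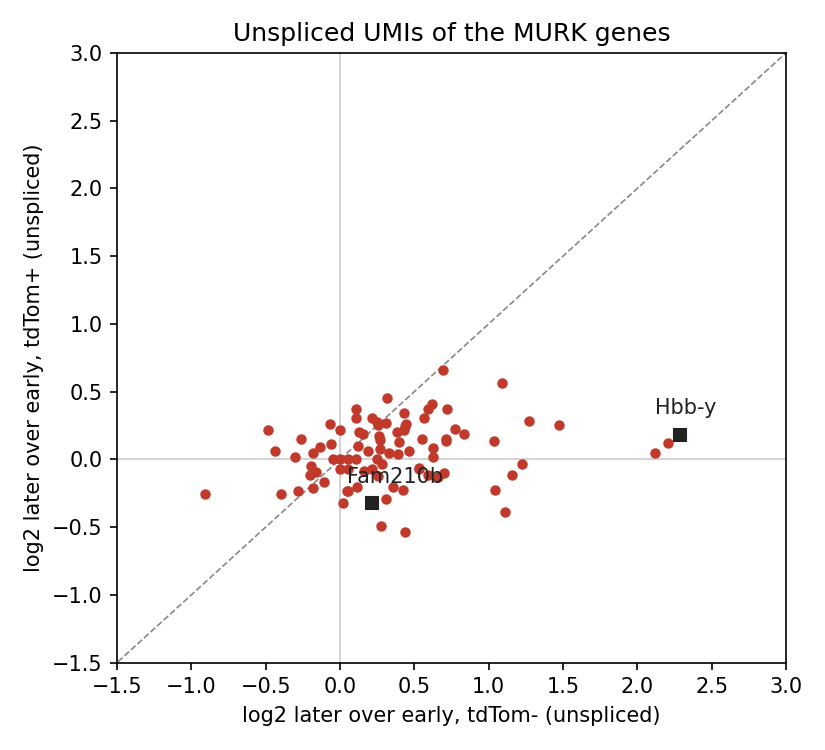
Log2 change in unspliced CPM from early to later erythroid-like cells of the 89 MURK genes, in tdTom- cells (horizontal axis) and in tdTom+ cells (vertical axis), with a pseudocount of 1 CPM and 1 library per fraction. Each point is a gene, squares mark *Hbb-y* and *Fam210b*, and the dashed line marks equal change. Counting error is not drawn. For 64 genes the change is larger in tdTom- cells.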

As can be seen in Fig. 5D, the previously defined MURK genes failed to display the increased rate of expression characteristic for the later stages of erythropoiesis in the mutant cells. 

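*Hbb-y*, a beta-like globin gene on chromosome 7 from 103851749 to 103853216 (GRCm38), had 2139 spliced CPM in early and 14079 in later tdTom- cells, and 1278 and 1850 in the matched tdTom+ cells. Its unspliced UMIs were few, at 1.39 CPM (6 UMIs) in early and 10.7 CPM (274 UMIs) in later tdTom- cells, and at 0.246 CPM (5 UMIs) and 0.412 CPM (5 UMIs) in tdTom+ cells. The unspliced share was 0.0756% (0.0670% to 0.0851%) in later tdTom- and 0.0222% (0.00722% to 0.0519%) in later tdTom+ cells. *Fam210b* lies on chromosome 2 from 172345565 to 172355749. Its spliced level was 133 CPM in early and 203 in later tdTom- cells, and 74.0 and 86.1 in tdTom+ cells. Its unspliced level was 8.12 CPM in early and 9.57 in later tdTom- cells, and 4.38 and 3.29 in tdTom+ cells. The unspliced share of *Fam210b* was 4.49% (3.96% to 5.07%) in later tdTom- and 3.68% (2.64% to 4.98%) in later tdTom+ cells, a difference that was not detectable at this depth.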

The examples shown include the embryonic globin gene *Hbb-y*, as well as the *Fam210b* gene, coding for a putative mitochondrial protein recently implicated in erythroid differentiation ([36]; Fig. 5D). This result confirms that the erythroid boost in expression forms part of the transcriptional program downstream of Gata1 function, although it does not demonstrate a direct regulatory role for Gata1.

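The slope of unspliced on spliced counts over cells, with each cell averaged over its 30 nearest cells of the same fraction and group, was higher in later than in early cells for 43 of the 89 MURK genes in tdTom- and for 38 in tdTom+ cells. Its median over the genes was 0.0281 in early and 0.0138 in later tdTom- cells, and 0.0159 and 0.0128 in tdTom+ cells. For *Hbb-y* the slope was 0.000629 in early and 0.000842 in later tdTom- cells, and -5.76e-05 and -2.14e-05 in tdTom+ cells. For *Fam210b* it was 0.0651 and 0.0523 in tdTom- cells, and 0.0508 and 0.0136 in tdTom+ cells. No error can be given for a slope, since averaged cells are not independent. From the MURK genes' lack of an increase in mutant cells in Fig. 5D, the paper concludes that the rise in expression is part of the program downstream of *Gata1*, without a direct role being shown.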

However, preliminary modelling analysis suggests that the change observed in MURK gene dynamics is due to altered transcription rates (see Additional file 5: Supplementary Note), indicating a close association of the coordinated late erythroid increase in transcription rate with the molecular program downstream of transcription factor Gata1.

### A coordinated increase of expression rate during human fetal liver erythropoiesis

Having identified a coordinated increase in transcription rate during mouse yolk sac erythropoiesis, we next wanted to ascertain whether the same phenomenon could also be seen in human cells. Moreover, we were keen to explore an scRNA-Seq dataset generated by a different laboratory, to exclude any potential technical bias caused by our own experimental protocols. We therefore turned to a recently published comprehensive dataset of human fetal liver erythropoiesis [37], and extracted the 49388 cells annotated to the four clusters encompassing human fetal liver erythropoiesis. When calculating scVelo-based differentiation vectors as well as latent time using the full gene set (see “Methods”), both were reversed (Fig. 6A, left plots), consistent with the mouse yolk sac results. We therefore again ran our pipeline to discover genes with a potential increase in expression rate along the differentiation pathway. The resulting 97 genes again contained archetypal erythroid genes such as the hemoglobin genes (Fig. 6B), with overall gene ontologies demonstrating a functional role in erythropoiesis (Fig. 6C, see also Additional file 6: Table S4). We then recalculated both the scVelo differentiation vectors as well as latent time after removing the fetal liver MURK genes. This revealed scVelo vectors that were consistent with the expected developmental progression (see Fig. 6A, right plots). This analysis therefore demonstrates that complex expression kinetics apply broadly to erythropoiesis, and their identification can be used to amend the RNA velocity framework to prevent erroneous predictions.

**Fig. 6:**
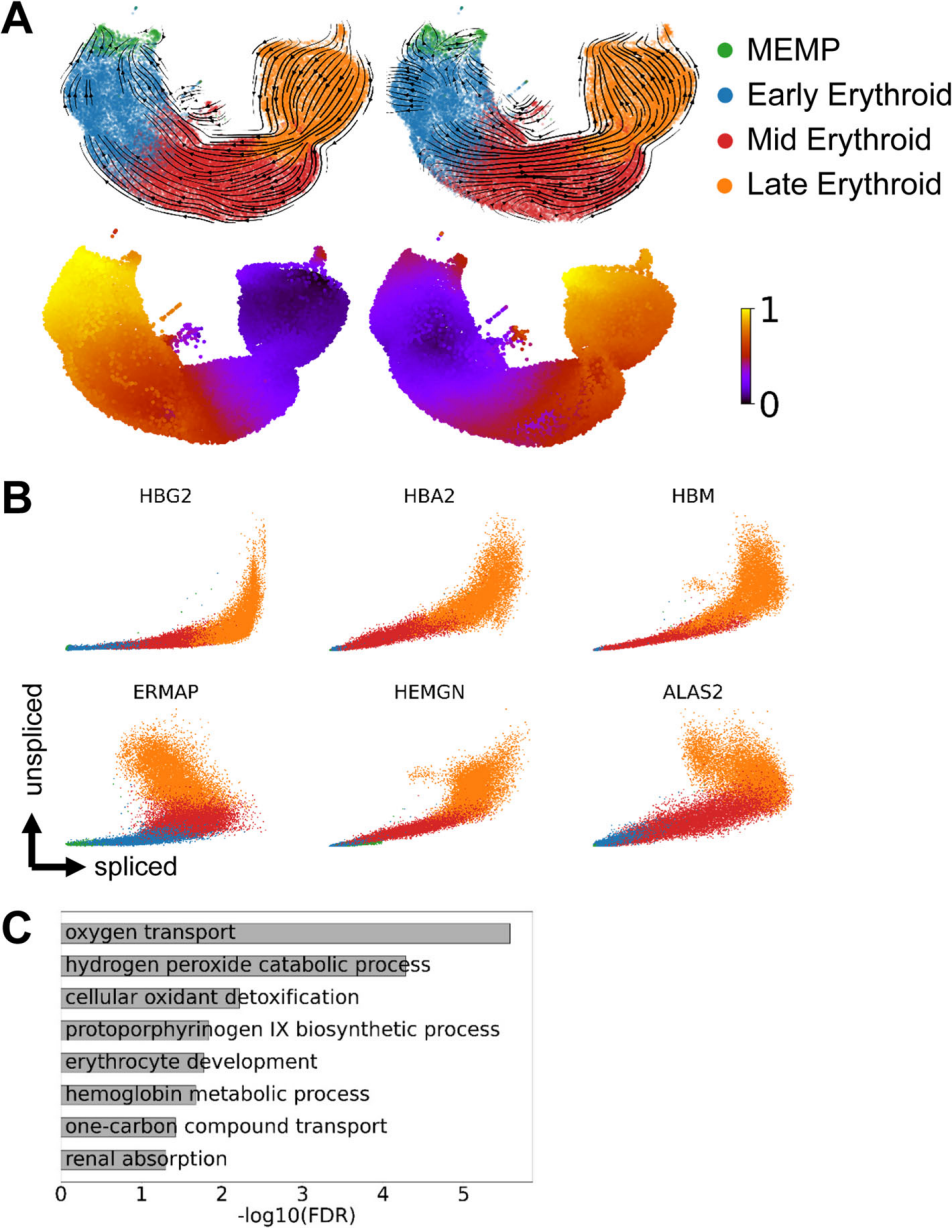
Concept of dual kinetics of gene expression is also revealed in human fetal liver hematopoiesis. **A** UMAP representation of human fetal liver erythroid cell populations. The overlaying arrows result from applying the scVelo pipeline using all genes (left) or after MURK gene exclusion (right). Bottom UMAPs are colored by corresponding scVelo-inferred latent time. In order to facilitate comparison with the mouse data, a new clustering was performed on the erythroid cells, see “Methods.” MEMP: megakaryocyte-erythroid-mast cell progenitor. **B** Phase plots of representative MURK genes identified in human fetal liver erythropoiesis single-cell RNA-Seq dataset. **C** GO-term enrichment of MURK genes identified in human fetal liver erythropoiesis

## Discussion

There is no doubt that single-cell molecular profiling constitutes a transformative technology. It suffers however from the major drawback that cells need to be fixed in order to profile them, with the consequence that measurements are by necessity static snapshots. To decipher complex biological processes, however, temporal information is commonly required. The single-cell RNA velocity concept raised the prospect of overcoming some of the limitations associated with static measurements, by providing a strategy that can infer future cellular states. The RNA velocity framework is based on an explicit model of transcriptional processes (transcription, splicing, degradation). The notion that physical parameters of gene expression can be deduced from single-cell gene expression data had been explored before the single-cell RNA velocity concept was introduced [38, 39]. However, the scVelo implementation provided an attractive framework for estimating gene-specific expression parameters by taking advantage of the spliced versus unspliced read counts across large cell populations [14]. Using erythropoiesis as an example, we show here that this current framework needs to be adapted to accommodate more complex expression kinetics. Importantly, our analysis revealed that sets of genes can show a coordinated increase in transcription rate along a differentiation pathway. Moreover, deletion of the key erythroid regulator Gata1 abrogated this coordinated change in expression dynamics, thus revealing this increase in transcription rate as an important feature of erythropoiesis.

As to the precise mechanisms, at this stage we can only confidently assert that this coordinated change in expression dynamics occurs downstream of Gata1 during erythropoiesis. Of note, comprehensive analysis of the G1ER erythroid differentiation model has shown that Gata1-induced maturation triggers increased enhancer/promoter interactions for upregulated genes and that the most highly enriched motif in the promoters of these genes are GATA sites [40]. These observations are therefore consistent with the lineage-determining function of Gata1 involving a coordinated increase in expression kinetics of a set of genes important for red blood cell function.

Our observations regarding the Gata1 knockout phenotype also warrant some discussion. With embryonically lethal phenotypes such as Gata1 knockout, conventional analysis tends to be somewhat limited, since the embryos are dead because they have no red blood cells. By contrast, the Chimaera-Seq assay enables both quantification of cell numbers and characterization of their molecular profiles. Moreover, there are no secondary effects caused by the dying embryo, because the wildtype host cells rescue overall fetal development, thus allowing a focused analysis of cell-intrinsic molecular defects. One noteworthy observation from our data is that erythroid differentiation proceeds substantially beyond the stage where *Gata1* expression itself is first initiated, but fails to proceed to the late erythroid phase where expression of canonical red blood cell genes is greatly upregulated. However, gene expression prior to the differentiation block is not normal. In particular, we observed increased Spi1/Pu.1 in the Gata1 knockout cells, consistent with the previously reported [18] but also disputed [41] antagonistic relationship between Gata1 and Pu.1.

Within hematopoiesis, Pu.1 is recognized as a key regulator of myeloid and T cell lineages, but not erythroid cells, even though a role in the proliferation of immature erythroid progenitors has been reported ( [42], reviewed in [43]). Upregulation of Pu.1 in our immature *Gata1* knockout cells therefore suggests that these cells of the primitive hematopoietic lineage represent progenitors with multilineage potential, rather than being restricted to just the red cell lineage. Further evidence for this notion is provided by our observation that the reduction in erythroid cells in the *Gata1* knockout is accompanied by an increase in megakaryocyte progenitors, consistent with a model whereby Gata1 levels influence the lineage choice decisions of a multipotent progenitor cell.

Our observation of an expanded pool of megakaryocyte progenitors may also be of direct relevance to our understanding of the pre-leukemic transient myeloproliferative disease (TMD) that is prevalent in newborns with trisomy 21 [44]. TMD is thought to arise when a fetal-specific hematopoietic progenitor cell with trisomy 21 acquires a partial loss of function mutation in *GATA1*, resulting in a short form of GATA1 (GATA1s). TMD is characterized by expansion of immature megakaryocyte progenitors, and in 10 to 20% of cases transforms into malignant acute megakaryoblastic leukemia (reviewed in [45]). Over-expression of GATA1s in mouse models resulted in the identification of mid-gestation fetal liver megakaryocyte progenitors as uniquely sensitive to this mutant GATA1s form compared to their adult bone marrow counterparts [46]. The over-represented population of immature megakaryocytic progenitors in our E8.5 *Gata1*^−^ chimeras may correspond to the developmental emergence of this transient precursor, TMD-initiating cell, in the yolk sac.

Application of the single-cell RNA velocity concept has commonly been “confirmatory”, whereby a differentiation path proposed by other means was shown to be consistent with RNA velocity inference. When we applied the RNA velocity framework to the entire mouse gastrulation atlas, some inferred vectors of differentiation agreed with our current understanding of developmental biology, but others disagreed. Deeper interrogation of predictions that conflicted with our current understanding of erythropoiesis showed that the RNA velocity predictions could not be correct, not only because they ran counter to the known expression changes that accompany red blood cell differentiation, but also because they contradicted the real-time sampling of the data. Our results thus highlight certain limitations of the current implementation of this framework for identification of novel trajectories. Importantly however, it is through our observation of the inconsistent predictions that we were led to identify the previously unrecognized dynamic nature of the transcriptional control of erythropoiesis. Our extension to the scVelo implementation reveals the presence of such time-dependent changes of gene expression parameters and retrieves the concerned MURK genes in developmental trajectories of interest. To verify whether other developmental processes beyond erythropoiesis may involve time-dependent changes of gene expression parameters, we interrogated two additional trajectories where application of scVelo to the whole Atlas reference had resulted in arrow predictions contrary to real-time progression (see Additional file 1: Fig. S5). These analyses led us to conclude that (1) MURK genes are not restricted to erythropoiesis but can be found across multiple trajectories, including where scVelo predictions are correct; (2) scVelo predictions are highly sensitive to which subset of cells/genes are used for the analysis, which will be different when the landscape is considered as a whole vs when a specific trajectory is isolated; (3) Removal of MURK genes can improve predictions and is therefore advisable when the true direction differentiation is not known; (4) Overall, a great degree of caution needs to be used with the interpretation of scVelo output; (5) Going forward, rather than simply eliminating MURK genes, future incarnations of the Velocity framework should accommodate the possibility of dynamic changes in parameters, whereby the identification of dynamically changing rates of gene expression may illuminate previously unrecognized aspects of the underlying biological processes.

One of the major attractions of current usage of the RNA velocity framework is that the added information on unspliced reads comes essentially “for free,” as it is extracted from the raw scRNA-Seq counts. It is however worth remembering that technologies reliant on oligo dT priming are not designed to capture intronic reads with high efficiency, a problem exacerbated when using current droplet methods that sequence specifically either the 3′ or 5′ ends of genes, but not the rest. A likely reason for the capture of intronic reads may be the priming of oligo dT onto small stretches of A present in introns, but there certainly seems scope for the development of future methods specifically designed to increase the capture of unspliced / intronic sequences. It is noteworthy however that our MOFA analysis in Fig. 2 fully supports the notion that even with current datasets, the unspliced reads alone provide a degree of lineage discrimination and contribute to a substantial proportion of the variance when used together with the spliced reads.

Of note, current RNA velocity frameworks consider only a single reason for the presence of introns, namely that a pre-mRNA has not been fully processed. However, it is known that other processes such as intron retention can result in the presence of intronic sequences in otherwise fully processed cytoplasmic mRNA molecules [47, 48]. Furthermore, splicing heterogeneity and variable splicing kinetics, known to play an important role both in normal and pathological contexts (reviewed in [49]), need to be taken into account as potential confounders when applying the RNA velocity framework. A more granular approach towards both the modelling and experimental analysis of spliced versus unspliced reads thus represents a promising avenue for future research.

## Conclusions

Taken together, this study reports how the RNA velocity framework can be extended to delve into the transcriptional mechanisms of tissue differentiation, complemented with single-cell resolution and in vivo analysis of Gata1 function, which revealed a number of previously unknown facets of this canonical regulator of red blood cell development.

## Methods

### scVelo implementation

#### Mouse atlas dataset

To obtain separated count matrices for spliced and unspliced mRNAs, we ran velocyto 0.17.17 [10] on the .bam files from the mouse atlas in Pijuan-Sala et al. ([25]; Arrayexpress accession number: E-MTAB-6967). We kept all cells that passed the QC as described in the original publication, but filtered out from downstream analysis the extraembryonic tissues: ExE endoderm, ExE ectoderm, and Parietal endoderm as well as samples with no timepoint allocation (labelled as “mixed gastrulation”). To select highly variable genes (HVGs) we applied both the scanpy v1.5.1 and the scVelo v0.2.1 [14] pipelines. That is, we removed genes with less than 20 shared counts between spliced and unspliced counts, before normalizing and log transforming the remaining genes. Then, we selected the top 2500 HVGs from each approach (resulting in a total of 4000, with 1000 overlapping genes) for further calculation of moments, while performing imputation using the top 30 nearest neighbours from the graph connectivities generated with the original UMAP coordinates from Pijuan-Sala et al. [25]. The velocity vectors were computed in dynamical mode rather than steady state.

#### Human dataset

We first downloaded raw reads from Popescu et al. ([37]; Arrayexpress accession number: E-MTAB-7407), and aligned them against the human genome hg19-3.0.0 with CellRanger v3.0.2 to generate the .bam files and obtain separated count matrices for spliced and unspliced mRNAs as described above. We filtered out cells with less than 3550 counts, less than 900 genes and more than 6% mitochondrial counts. Again, we combined scanpy and scVelo’s pipelines to select 1500 HVGs to compute PCA coordinates and applied batch correction using the function reducedMNN from the batchelor package v1.4.0 [50], followed by the estimation of velocity vectors in the same way it was done for the mouse dataset.

### MOFA+ implementation

We ran MOFA+ v1.4.0 [26] using as input the two single-cell experiment objects obtained from the spliced and unspliced counts independently. Each object was created in R using the scran v1.16.0 [51] library as follows: we started from the raw counts, normalized them with factor sizes obtained after pre-clustering, log transformed, and reduced to 5000 HVG. We then switched to Python v3.7.4, where we regressed out the sample effect and scaled the object to generate a MOFA+ model with standard parameters. Finally, we used reducedMNN to correct the MOFA Factors for batch effects. The same objects used as MOFA input were used for PCA calculation in Fig. 2A.

### MURK gene identification

To identify MURK genes, we considered the imputed counts resulting from the scVelo standard pipeline. Then, for each gene and each population among the Erythroid lineage, we calculated the unspliced versus spliced slope with a linear regression, as well as the standard error on the slope. In the mouse dataset, we selected all genes for which the slope in Erythroid3 is significantly higher than the slope in Erythoid2 (according to a one-sided t-test p value < 0.05), the average spliced counts in Erythroid3 is higher than the average spliced counts in every other population, and the slope in Erythroid3 positive. We found 89 genes that respect all these criteria.

In the human dataset, in order to obtain erythroid populations more comparable to our mouse data, we re-clustered the erythroid clusters (Fig. 6A). We retained the population annotations from the original paper except for the Late Erythroid population, which we defined after performing Leiden clustering on the Umap coordinates. Specifically, we re-allocated a subset of the previously annotated Mid Erythroid population to Late Erythroid, in such a way that they have a similar numbers of cells. We then calculated the unspliced versus spliced slope with linear regression and identified MURK genes where the slope in Late Erythroid is significantly higher than the slope in Mid Erythroid. We found 97 genes respecting these criteria.

### Gene ontology enrichment analysis

We performed gene ontology enrichment analysis using the http://geneontology.org website comparing the MURK genes against all biological processes, with the default all Mus musculus genes in database as background set [52, 53]. We ranked the processes by FDR.

### Overlap testing

Overlap was tested with Fisher exact test. We calculated the probability of having m = 55 genes of our n = 89 MURK genes mapping to the A = 1022 high response genes (out of N = 4195 genes) in the Wu et al. [28] publication (GEO accession number: GSE30142) as the probability of randomly picking m elements of a specific type when randomly choosing n elements out of N, where the frequency of the special type is A/N.

### Gata1^−^ chimera dataset generation and analysis

#### Embryo collection

All procedures were performed in strict accordance to the UK Home Office regulations for animal research under the project license number PPL 70/8406.

#### Chimera generation

TdTomato-expressing mouse embryonic stem cells (ESC) were derived as previously described [25]. Briefly, ESC lines were derived from E3.5 blastocysts obtained by crossing a male ROSA26tdTomato (Jax Labs – 007905) with a wildtype C57BL/6 female, expanded under the 2i + LIF conditions [54] and transiently transfected with a Cre-IRES-GFP plasmid [55] using Lipofectamine 3000 Transfection Reagent (Thermo Fisher Scientific, #L3000008) according to manufacturer’s instructions. A tdTomato-positive, male, karyotypically normal line, competent for chimera generation as assessed using morula aggregation assay, was selected for targeting *Gata1*. Two guides were designed using the http://crispr.mit.edu tool (guide 1: CGGCTACTCCACTGTGGCGG; guide 2: CGCTTCTTGGGCCGGATGAG) and were cloned into the pX458 plasmid (Addgene, #48138) as previously described [56]. The obtained plasmids were then used to transfect the cells, and single transfected clones were expanded and assessed for Cas9-induced mutations. Genomic DNA was isolated by incubating cell pellets in 0.1 mg/ml of Proteinase K (Sigma, #03115828001) in TE buffer at 50 °C for 2 h, followed by 5 min at 99 °C. The sequence flanking the guide-targeted sites was amplified from the genomic DNA by polymerase chain reaction (PCR) in a Biometra T3000 Thermocycler (30 s at 98 °C; 30 cycles of 10 s at 98 °C, 20 s at 58 °C, 20 s at 72 °C; and elongation for 7 min at 72 °C) using the Phusion High-Fidelity DNA Polymerase (NEB, #M0530S) according to the manufacturer’s instructions. Primers including Nextera overhangs were used (F-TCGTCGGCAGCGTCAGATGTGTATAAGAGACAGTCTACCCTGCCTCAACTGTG; R-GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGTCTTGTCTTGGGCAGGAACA), allowing library preparation with the Nextera XT Kit (Illumina, #15052163), and sequencing was performed using the Illumina MiSeq system according to the manufacturer’s instructions. An ESC clone showing a 38 base-pair frameshift mutation in exon 4 resulting in the functional inactivation of *Gata1* were selected for injection into C57BL/6 E3.5 blastocysts. A total of 6 chimeric embryos were harvested at E8.5, dissected, and single-cell suspensions were generated by TrypLE Express dissociation reagent (Thermo Fisher Scientific) incubation for 7–10 min at 37 °C under agitation. Single-cell suspensions were sorted into tdTom^+^ and tdTom^−^ samples using a BD Influx sorter with DAPI at 1 μg/ml (Sigma) as a viability stain for subsequent 10X scRNA-Seq library preparation (version 3 chemistry), and sequencing using an S1 flow cell in the Illumina Novaseq platform, which resulted in 8420 tdTom^−^ and 7944 tdTom^+^ cells that passed quality control (see “Single-cell RNA sequencing analysis” below).

#### Single-cell RNA sequencing analysis

Raw files were processed with Cell Ranger 3.0.2 using default mapping arguments. Reads were mapped to the mm10 genome and counted with GRCm38.92 annotation, including tdTomato sequence for chimera cells. Cell barcodes with expression profiles significantly different to the ambient mRNA expression profile were identified using emptyDrops [57], and cell barcodes with low complexity, i.e., low total mRNA counts and/or high mitochondrial proportion, were identified by fitting four-component bivariate mixture models to the log_10_-transformed total mRNA counts and percentage of mitochondrial counts, and selecting the components with high total mRNA and low mitochondrial percentage. Gene expression normalization and doublet cell barcodes were identified using the approach taken by Pijuan-Sala et al. [25]. Both spliced and unspliced count matrices were extracted using velocyto 0.17.17 [10].

#### Mapping to the reference dataset

We mapped the chimera cells to the mouse atlas following almost exactly the procedure used in the original publication article to map the *Tal1* chimera [25]. First, we concatenated the mouse atlas and chimera counts (both previously controlled for quality of the cells), normalized the resulting counts matrix with scran, computed HVGs and then applied multiBatchPCA, and reducedMNN with cosine normalization from batchelor [50] for batch effect correction within samples (where sample refers to a single lane of a 10x Chromium chip) as well as between datasets in order to extract a number of nearest neighbours between the mouse atlas and the chimera using queryKNN from BiocNeighbors package v1.6.0.

#### Differential gene expression analysis

For differential gene expression analysis, we took samples that included at least 7 cells per tdTom status per cell population (e.g., Erythroid3). We ran the analysis in scanpy v1.5.1 [58] with Wilcoxon test and choosing 2 as fold change and 0.1 as false discovery rate thresholds.

## Supplementary Information

**Additional file 1: Supplementary Figures**. Supplementary Figures and corresponding legends.

**Additional file 2: Table S1**. Driver genes of the scVelo predictions along erythroid differentiation, ranked by likelihood in the dynamic model.

**Additional file 3: Table S2**. List of mouse MURK genes identified in Fig. 3B-C, ranked by calculated increase in slope value.

**Additional file 4: Table S3**. Differential Expression Analysis of Gata1^-^ tdTom^+^ vs WT tdTom^-^ chimera cells. For the Mk subset, given the low numbers of WT chimera cells present, the nearest neighbors from the reference Atlas dataset were included in the comparison. 

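The copy of Table S3 used here holds the first 1999 of 2327 rows for Ery1 and the first 1220 of 1612 rows for Mk. For each sub-cluster the table gives a log fold change and a false discovery rate per gene, from a Wilcoxon test over single cells. Among the genes named here with a fold of their own, 23 have a value for Ery1 in these rows and 17 one for Mk. The sign was that of the fold in the early erythroid-like group for 22 of the 23 and that in the megakaryocyte-like group for all 17. The atlas cells that the paper adds to the wildtype side for Mk were not used here.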

LFC: log fold change.

**Additional file 5: Supplementary Note**. Mathematical modelling of spliced and unspliced counts with changing transcriptional parameters (transcription, splicing, degradation) over latent time.

**Additional file 6: Table S4**. List of human MURK genes identified in Fig. 6, ranked by calculated increase in slope value.

**Additional file 7.** Review history.

## Data Availability

The dataset of Gata1 embryonic chimeras generated in the current study (Figs. 4 and 5) is available in the GEO repository, GSE167576 [59]. The code for analyses and MURK gene identification was released under the GNU GPLv3 license [60] and is available at https://github.com/mebarile/Gata1_Erythroid_kinetics [61]. The dataset analyzed in Figs. 1, 2, 3 of this study is published in Pijuan-Sala et al. and is available on the Arrayexpress database (http://www.ebi.ac.uk/arrayexpress) under accession number E-MTAB-6967 [25]. The dataset analyzed in Fig. 6 of this study is published in Popescu et al. [37] and is available on the Arrayexpress database (http://www.ebi.ac.uk/arrayexpress) under accession number E-MTAB-7407 [37]. The dataset analyzed in Fig. 4B of this study is published in Wu et al. [28] publication (GEO accession number: GSE30142 [28].

# Supplementary material for: Coordinated changes in gene expression kinetics underlie both mouse and human erythroid maturation
**Source:** Genome Biol. 2021 Jul 5;22:197. doi: 10.1186/s13059-021-02414-y
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figures. Supplementary Figures and corresponding legends.

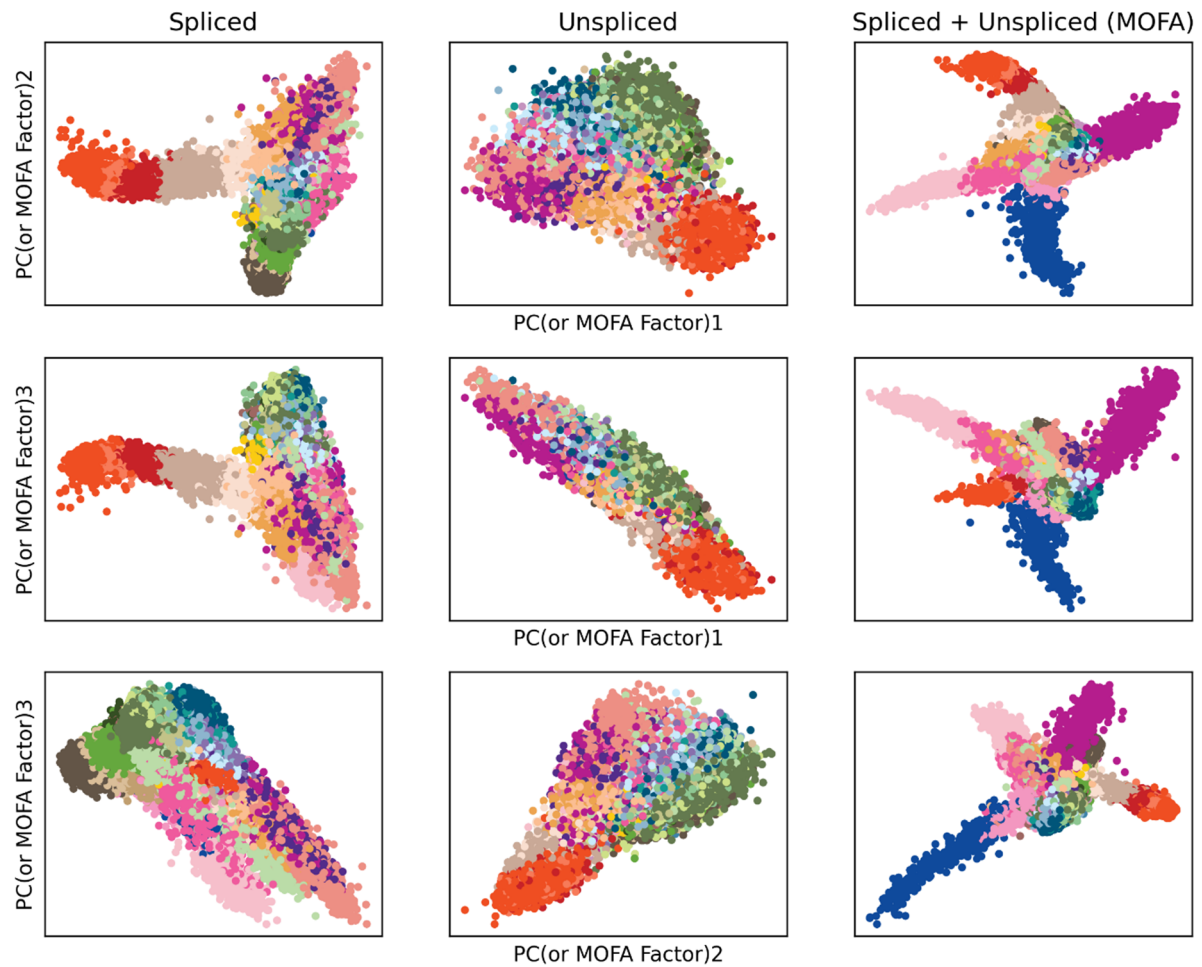

**Fig. S1. Comparing variability-based dimensionality reduction methods.** Dimensionality reduction with the first three principal components/MOFA factors using spliced reads alone (left), unspliced reads alone (middle) and both spliced and unspliced (right). Single-cell transcriptomes are colored by cell-type annotation; see Figure 1 for full legend.

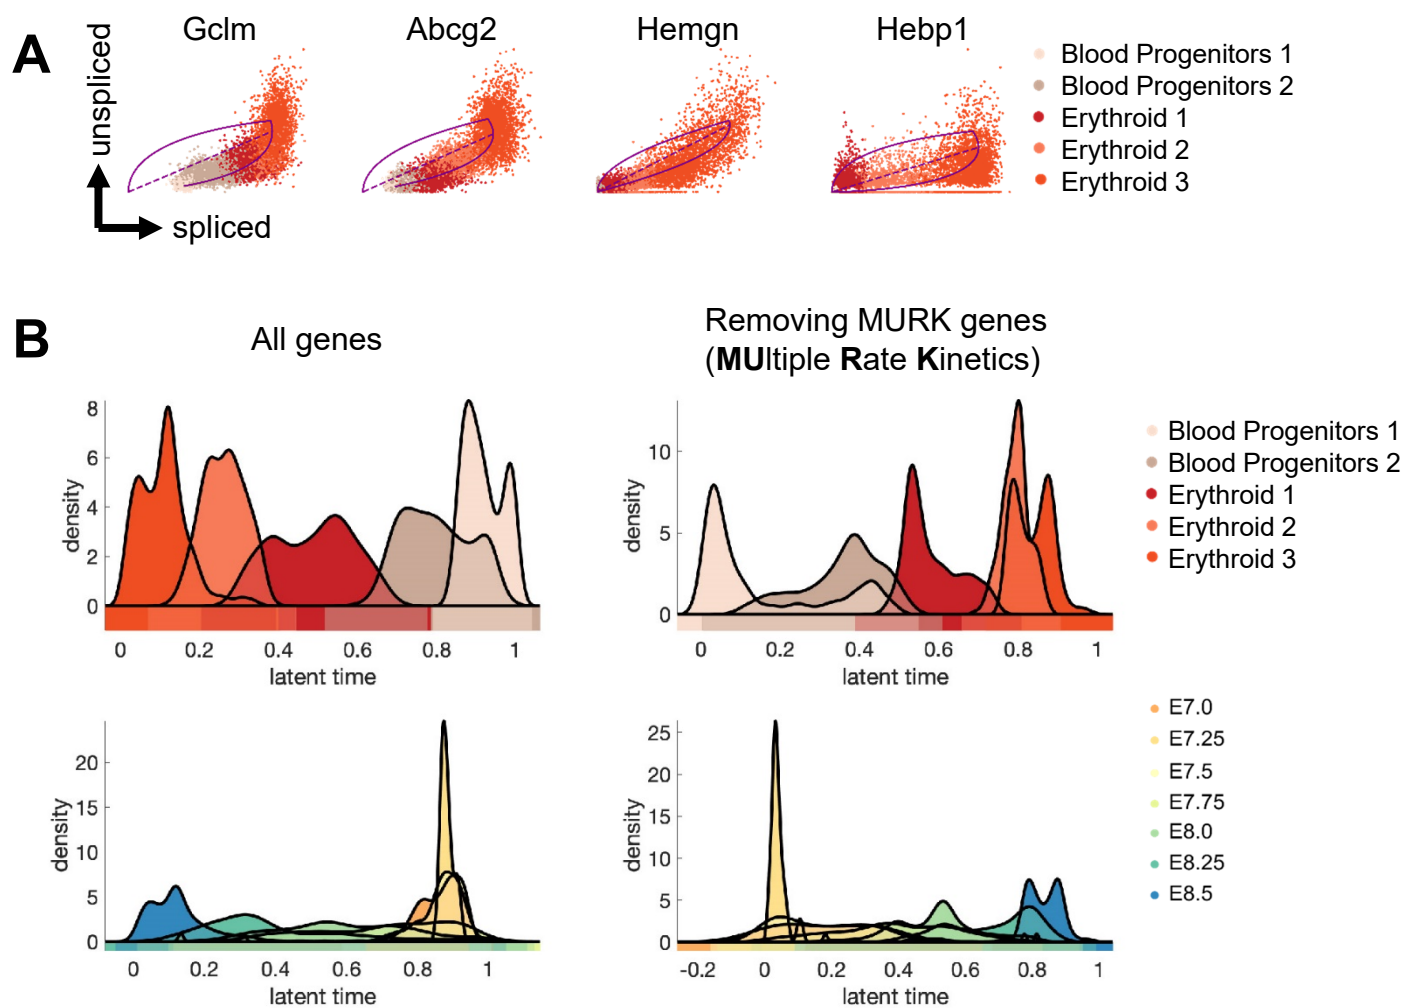

**Fig. S2. Identification of MURK genes along yolk sac erythropoiesis.**

A. Phase plots of representative scVelo driver genes, with scVelo model prediction overlaid (see also Additional File 2: Table S1).

B. Distribution of annotated cell type (top) and sampling time-point (bottom) along scVelo calculated latent time, using all genes (left panels) and after removing the MURK genes identified in Figure 3B-C.

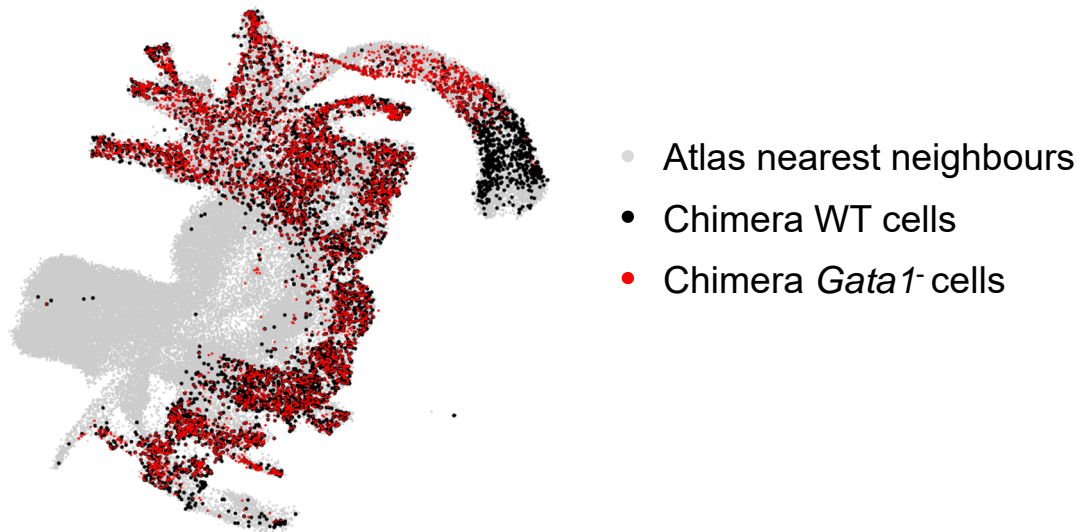

**Fig. S3. Contribution to Chimera cells on the overall Atlas UMAP projection.** Pijuan-Sala et al. (25) layout highlighting nearest neighbours of *Gata1*<sup>-</sup> chimeras. In red are nearest neighbours of tdTom<sup>+</sup> mutant cells, in black those of tdTom<sup>-</sup> wildtype cells. To compare with Figure 1A.

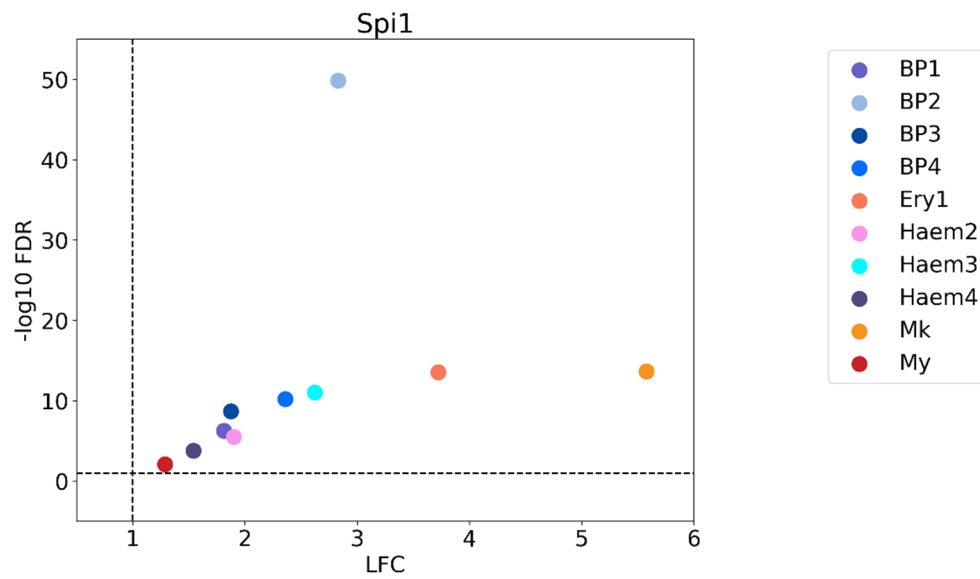

**Fig. S4. *Spi1* is upregulated in *Gata1*<sup>-</sup> yolk sac hematopoiesis.**

Impact of *Gata1* knockout on *Spi1/PU.1* expression on the hematoendothelial cell types. X-axis: *Spi1*  $\log_2$ (fold-change) in *Gata1*<sup>-</sup> vs WT chimera cells and Atlas nearest neighbours. Y-axis:  $\log_{10}$ (FDR).

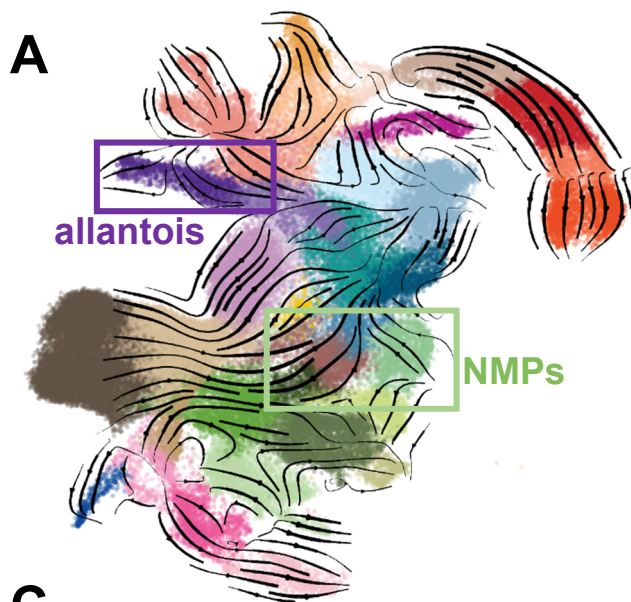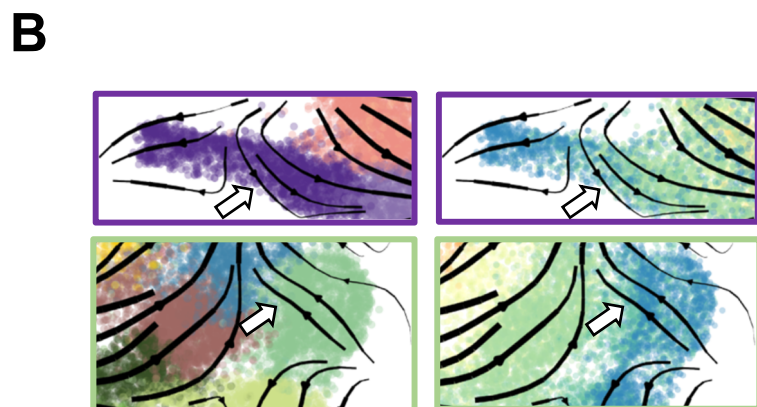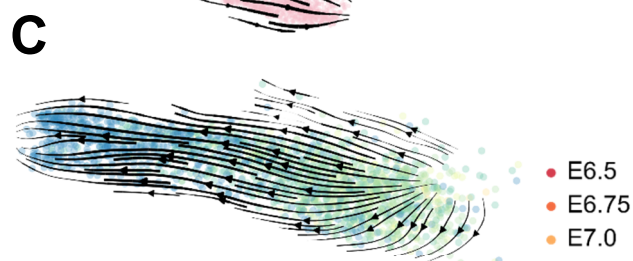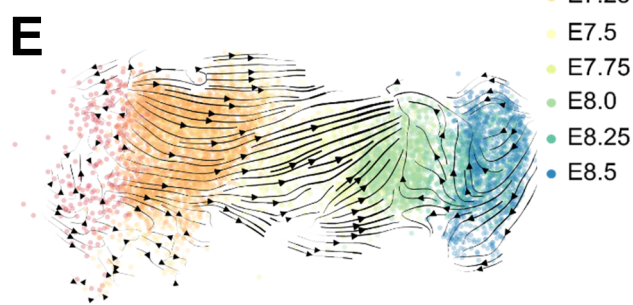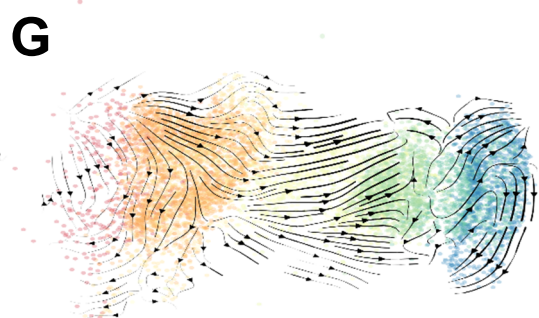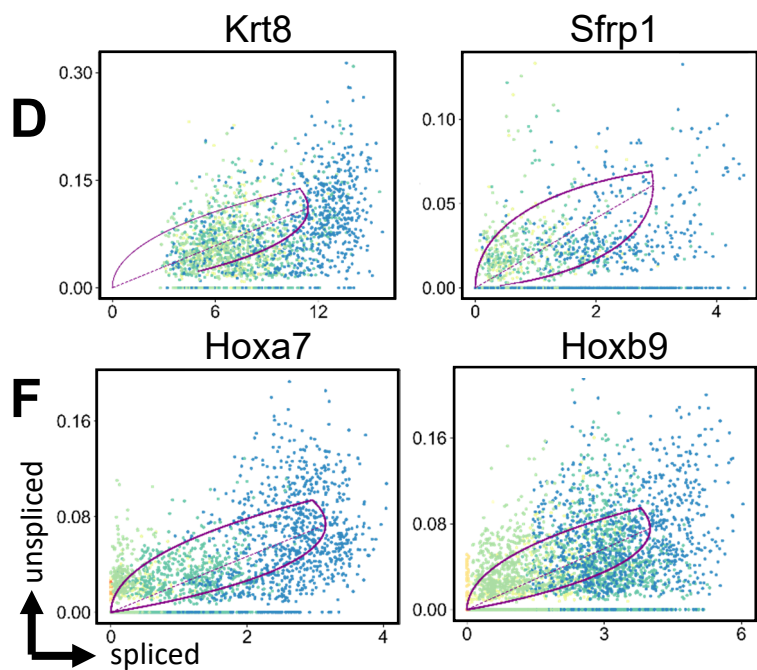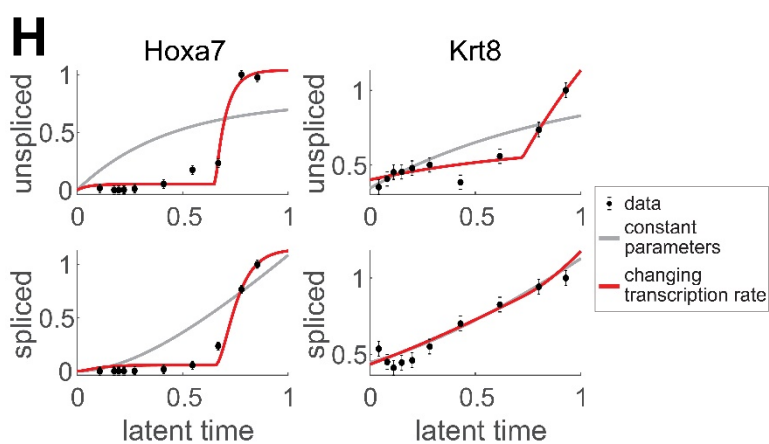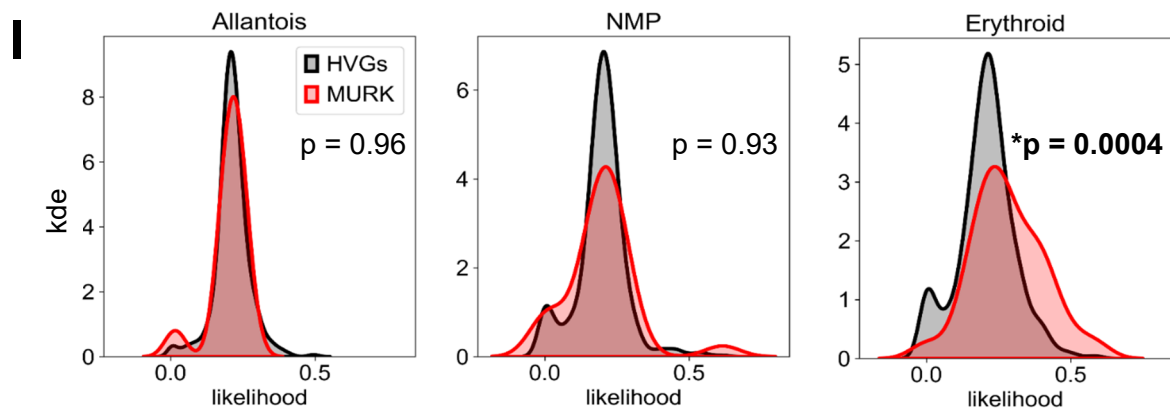

**Fig. S5. Identification of MURK genes in two additional developmental trajectories.**

A. Pijuan-Sala et al. (25) layout with allantois and NMP cell types highlighted, where, as for the erythroid trajectory analysed in Figures 1-3, scVelo arrows run contrary to real-time sampling. See Figure 1 for full legend.

B. Close-up of regions highlighted in (A). Left: cells colored by cell-type; right: cells colored by collection time-point. White arrows: scVelo predictions running “backwards” in time.

C. UMAP representation of allantois cell subset. The overlaying arrows result from applying scVelo to this cell subset alone. In contrast to the predictions resulting from applying scVelo to the whole dataset (see A and B), implementing scVelo (including highly variable genes calculation) to this cell subset alone resulted in correct predictions, with scVelo arrows now in agreement with real-time sampling. This shows that scVelo is highly sensitive to the cell subset, and associated highly variable genes, used in the calculations.

D. Phase plots of two representative allantois MURK genes, with scVelo model prediction overlaid. Cells are colored by collection time-point.

E. UMAP representation of cells belonging to the NMP trajectory, previously calculated in (31), colored by collection time-point. The overlaying arrows result from applying scVelo to this cell subset, with “backwards” predictions at later time-points.

F. Phase plots of two representative NMP MURK genes, with scVelo model prediction overlaid.

G. Same UMAP as in E, overlaying arrows result from applying scVelo to this cell subset after NMP MURK gene exclusion, which improved the directionality of the arrows.

H. Fitting parameter change models to *Krt8* (allantois MURK gene) and to *Hoxa7* (NMP MURK gene). Grey line: model with constant parameters over latent time (scVelo assumption); red line: model with transcription rate change over latent time. This analysis suggests that in NMP and allantois, MURK genes may also be driven by transcription rate changes. See also Additional file 5: Supplementary Note.

I. Distribution of scVelo likelihood scores of highly variable genes for each trajectory subset (allantois, NMPs, erythroid), and MURK genes alone. The likelihood score reflects how well the spliced/unspliced counts for a given gene match with the underlying model assumptions. While the two curves are similar in the case of the allantois and NMP trajectories, a substantial proportion of the MURK genes identified in the erythroid trajectory had higher likelihood values than the remaining erythroid HVGs. p-values were calculated using two-sided Kolmogorov-Smirnov test, showing that the distribution of MURK genes is significantly different from the remaining HVGs in the case of the erythroid trajectory, in contrast to the other two trajectories considered, where likelihood distributions are similar. The high likelihood scores of erythroid MURK genes may explain their pronounced effect on arrow directionality upon scVelo implementation. kde: kernel density estimation.

How the deposited data were processed for this re-analysis (not part of the article)

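Cells of 6 chimeric embryos, pooled and sorted into a tdTom+ (*Gata1*-) and a tdTom- (wildtype) fraction, gave 1 droplet-based library each. The authors mapped the reads to mm10 with Cell Ranger, called cells with emptyDrops, filtered them on total counts and mitochondrial share with a mixture model, and separated spliced from unspliced molecules with velocyto. They deposited raw UMI counts per cell and gene for both layers, without normalization, and the check of every value found 0 that were not whole. The deposited quality metrics give total counts and genes per cell from Cell Ranger and the percent of UMIs on mitochondrial genes, with medians of 2.07% in tdTom+ and 2.08% in tdTom- cells. The metrics hold 18239 cells, of which 6 are not in the count tables. Cell types, doublet calls and mapped time points of the authors were not used here, and neither was the reference atlas, so the rebuilt groups can differ from those of the paper for that reason alone.

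Processing used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9. Doublets were called with Scrublet within each library, and a cluster with over 50% called cells was left out. Counts of spliced UMIs were scaled to 10000 per cell and logged. The whole embryo was clustered on 2446 variable genes, 50 principal components and 20 neighbours at a Leiden resolution of 1.5. The 3956 haemato-endothelial cells (2113 tdTom+, 1843 tdTom-) were clustered on 1958 variable genes, 30 components and 15 neighbours at a resolution of 1. The 108 genes that the claims rest on were left out of both. A class name needs at least 3 of its markers raised at least 2-fold over all other kept cells, with 10 CPM added to both. The class with the most markers raised gives the name, and at equal numbers the one with more markers among the 10 genes that lead the sub-cluster, which decided for myeloid over endothelial where 5 markers of each were raised. A sub-cluster stayed unnamed where both were equal, where another class had more markers among those 10 genes, or where the median of UMIs was low and none of the 10 was a marker of the class. The markers were fixed in advance for erythroid (7 genes), blood progenitor (6), megakaryocyte (7), myeloid (6) and endothelial (5) cells. Free RNA was read from 3462 cells of clusters with at least 3 of 10 neural markers raised, of which a cluster led by *Dlx5* and *Epcam* is part. For a gene that these cells express themselves, their level is above that of free RNA, and subtracting it takes away too much.

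Expression was compared as UMIs summed over the cells of a group, as CPM of the spliced UMIs of the same cells. The log2 fold of tdTom+ over tdTom- has an exact conditional 95% interval, and against 0 counts a bound with a floor of 3 counts over the group. No test between the fractions was run, since cells of 1 library are not replicates, and no p-value is given. The genes named are those the paper names for these data, *Gata1*, the globin genes of the MURK list, the genes of the labels check, and the 5 genes per direction with the largest log2 fold among genes with at least 100 UMIs in the group and an interval that excludes 0, after leaving out the genes named on the other grounds. Some of the genes that the paper names are not reported here. Genes with 0 UMIs in a fraction are ranked ahead of the others, by their bound. Median intervals come from 500 Poisson resamples. For the unspliced measures resampling itself shifts the median of genes with few UMIs, so the width of the resampled range was centred on the reported value. The interval code was tested on simulated data for the early erythroid-like comparison, with 9449 genes: 95.9% of fold intervals held the true fold, 87.5% of 200 changed genes lay on the right side of 0, and 38 of 40 unchanged lists fell within the middle 95% of random lists.

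The following choices were made after the data had been seen: the count of markers behind a name, the resolution of 1 (2 was also viewed), matching to the nearest tdTom- cells, Euclidean over cosine distance (both were viewed together with values of the named genes), the split into early and later erythroid-like cells, the neural markers, the rule on the doublet cluster, and the ranking of genes with 0 UMIs. The handling of such genes tried first named *Nrp2*, *Ppp1r3g*, *Zbtb16*, *Abca1* and *Sox6* as the rises of the early group, and *Perp*, *Plac8*, *Pak1*, *Srgn* and *Ly6e* in the megakaryocyte-like group. In the test on simulated data, 40 unchanged lists replaced a single one whose percentile had been seen. The use of the counting interval that leaves the tests on *Gata1* and on the cell cycle undecided was added after their values were known. So was, for values of the paper, the choice of the side of the interval that faces the value over its mean width. Alternatives were tried for denominators, which counts enter, library totals, pooling of cells, free RNA, cells of high UMI count, depth, pseudocount, filters and list members.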

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

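Of the tests in this part, those on depth, on free RNA, on a general shift in unspliced share, on the loss of spliced transcripts and on neural cells were chosen only after the result was seen, while those on imprinting and on *Gata1* in the clusters led by *Tbx4* and *Pitx1* were written first, the latter without the use of its interval that leaves it undecided.

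The cells that express *Tbx4* and *Pitx1* formed separate clusters by fraction, outside the lineages that the paper follows. In one, 99.7% of 700 cells were tdTom+, and in the other 100% of 431 cells were tdTom-. *Grb10* likewise differed between the fractions in cells with neural markers, with a log2 fold of -5.18 (-5.40 to -4.97) from 272 CPM in tdTom- to 7.49 CPM in tdTom+ cells. A difference in depth is argued against by the median spliced UMIs of the clusters, whose ratio was 1.04. Free RNA reaches every droplet of a library, yet only 2 of 25 other non-blood clusters held over 95% cells of 1 fraction. Whether the loss of *Gata1* acts in these cells cannot be told apart from free RNA: *Gata1* in the tdTom- cluster rested on 10 UMIs, with a log2 ratio of -0.072 (-1.22 to 0.93) to tdTom- cells with neural markers. A candidate explanation is altered imprinting in cells of the ESC line. Over 22 non-blood clusters that hold both fractions, the median absolute log2 fold of 36 imprinted genes was 0.81, against 0.05 to 0.12 in the middle 95% of matched random lists, at percentile 100. The list holds 8 genes whose difference had been noticed before the test. Without them, 28 genes had a median of 0.63, again at percentile 100. Of 15 maternally expressed genes 11 were lower in tdTom+ cells, with a median log2 fold of -1.02, and of 21 paternally expressed genes 17 were higher, with a median of 0.65. *Cdkn1c* (-5.32) and *Phlda2* (-3.75) were among the lowest, while *H19*, maternally expressed, was higher (0.48) and *Igf2*, paternally expressed, lower (-0.97). A genetic difference between the ESC line and the host embryos and the culture of the line stay open and were not tested, since a chimera with wildtype cells of the line was not used here. *Grb10* was lower in tdTom+ cells in all 22 non-blood clusters that hold both fractions (log2 fold -4.64), so its fall is not particular to blood cells. The 2 fractions differ in origin as well as in *Gata1*, and whether the loss of *Gata1* has a part in the fall of *Grb10* listed for blood cells was not tested.

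In the early erythroid-like group, 59.7% (57.1% to 62.3%) of the *Gata1* UMIs of tdTom+ cells were unspliced, against 8.35% (6.28% to 10.8%) in tdTom- cells, a signal in a layer that the paper does not report for this gene. The difference was the largest among 5006 genes. A general shift in unspliced share is argued against by the median difference over these genes, -0.162 percentage points. The loss of spliced transcripts alone is argued against by the unspliced UMIs themselves, which were higher in tdTom+ cells by 1.79 on the log2 scale (1.38 to 2.23), at 40.9 against 11.8 CPM. How the mutation in its coding sequence acts on splicing or on transcription of the gene was not tested.

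*Slc32a1*, which the paper does not discuss, was at 123 CPM in tdTom+ blood progenitor-like cells, against 2.31 CPM in tdTom+ cells with neural markers and 0.812 CPM in tdTom- erythroid-like cells. *Fezf2* was also above their level in cells with neural markers. Neural cells or their RNA among the tdTom+ blood cells are argued against by the 10 neural markers, which reached a median of 0.623% of their level there. The rise goes with a group that is almost wholly tdTom+, so that a property of that library or of the ESC line stays open beside the loss of *Gata1*, and no biological explanation was tested.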

How the results depend on the processing

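Of the alternatives in this part, the finer sub-clusters, the sub-clusters from all genes, cosine distance, all erythroid-like cells and the version of the free-RNA setting that keeps genes at 0 were chosen only after the data were seen, and the others before the data were examined. No paired analysis was possible because the fractions, from the same pool of embryos, form only 1 pair, and no result comes from a test. Planned settings not run are a different annotation of the cells, E8.5 alone, and cells mapped to a single time point, which need labels per cell that were not used here. Depth sets the counting intervals, and for genes with few UMIs, such as *Spi1* in endothelial-like sub-clusters 0 and 7, these include 0. The cause of a shift was not tested unless stated.

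Of 72 alternative values of the shares, 37 stayed within the counting interval and 35 moved, mostly by construction, since the denominator changes. As a share of all kept cells, erythroid-like cells were 0.0586% (tdTom+) and 16.1% (tdTom-), blood progenitor-like 16.4% and 0.0691%, megakaryocyte-like 0.518% (tdTom-), and myeloid-like 2.40% and 0.334%. By matching, the same denominator gave early cells 9.45% (tdTom+) and 2.25% (tdTom-), later cells 5.82% and 13.8%, megakaryocyte-like 1.27% and 0.518%, and myeloid-like 2.31% and 0.334%. With endothelial-like cells in the denominator, erythroid-like cells were 75.7% (tdTom-), blood progenitor-like 66.3% (tdTom+) and myeloid-like 9.70% (tdTom+), and by matching early cells were 38.2% and 10.6%, later 23.5% and 65.2%, megakaryocyte-like 5.11% (tdTom+) and myeloid-like 9.32% (tdTom+). Finer sub-clusters gave 92.8% erythroid-like (tdTom-), 4.88% megakaryocyte-like (tdTom-), and 6.58% (tdTom+) and 0.339% (tdTom-) myeloid-like. In these a sub-cluster of 125 tdTom+ and 24 tdTom- cells stayed unnamed. Sub-clusters from all genes gave 93.0% erythroid-like (tdTom-), 84.1% blood progenitor-like (tdTom+), 4.39% megakaryocyte-like (tdTom-) and 15.7% myeloid-like (tdTom+). Cosine distance gave 33.7% early, 42.8% later and 9.97% megakaryocyte-like tdTom+ cells, so that the order of early and later tdTom+ cells depends on the distance.

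For *Spi1*, 54 of 56 alternative values stayed within the interval. Thinning to 5000 UMIs gave 2.62 in the megakaryocyte-like group and -1.31 in endothelial-like sub-cluster 0. For other named genes, 386 of 460 values stayed within, 71 moved and 3 reversed. *Hbq1b* had a log2 fold of -0.037 over all erythroid-like cells, and *Ddx3y* one of -0.80 in the early and -0.15 in the megakaryocyte-like group after subtraction of the free-RNA profile. *Ddx3y* was at 40.2 CPM in tdTom+ and 20.7 CPM in tdTom- cells with neural markers, near the 43.7 CPM and 22.1 CPM over all cells, so the subtraction can take away expression of the cells themselves, and these reversals need not be an effect of free RNA. A fold counts as reversed only where its interval excludes 0. Folds whose interval includes 0 also changed sign under some settings, namely *Kdm5d* in the early group (to -1.28 when thinned), *Hbb-bh1* in the megakaryocyte-like group (to -0.095 with the mean of each cell's CPM) and *Spi1* in endothelial-like sub-cluster 0 (to 1.06 with cosine distance).

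For the MURK list, 48 of 51 values stayed within bounds, and the percentile stayed at 0 under every setting for which it was computed. The median log2 fold moved to -0.58 with a pseudocount of 10 CPM, to -1.27 over all erythroid-like cells, and to -1.23 over the 74 genes left after subtraction of the free-RNA profile. With the 15 genes at 0 in both fractions kept, the last was -0.88, within the interval, so that the size of this shift rests on leaving them out.

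Of 38 alternative values of the unspliced measures, 12 stayed within and 26 moved. With at least 20 unspliced UMIs, which leaves 38 genes, median unspliced shares were 17.4% and 15.7% in early and later tdTom- cells and 16.3% and 17.5% in tdTom+ cells. The median log2 changes from early to later tdTom+ cells were 0.27 in spliced and 0.11 in unspliced UMIs. Between the fractions they were -0.94 and -0.82 in early, and -1.13 and -1.14 in later cells. A higher share in later cells was found for 12 genes in tdTom- and 11 in tdTom+ cells, fewer since fewer genes enter. After subtraction of the free-RNA profile, the shares were 4.63%, 4.00%, 4.54% and 2.74% in the same order. The medians were then 0.76 (spliced) and 0.38 (unspliced) from early to later tdTom- cells, 0.00 (unspliced) in tdTom+ cells, -0.88 (spliced) and -0.29 (unspliced) between early cells, and -1.48 (spliced) between later cells. With each layer's own total, unspliced medians were 0.53 in tdTom- and 0.18 in tdTom+ cells from early to later, and -0.85 and -1.21 between the fractions in early and later cells.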

Differences from the paper's values

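Values added with cosine distance or all erythroid-like cells in this part come from settings chosen only after the values were seen. The paper tested single cells, while UMIs were summed per library here, and its groups come from the reference atlas, which was not used here. For Mk the paper's wildtype side also holds atlas cells. Its log folds are on the same log2 scale.

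The paper's counts of cells are read by eye from Fig. 4E. For Ery1 they are about 430 tdTom+ and about 330 tdTom- cells, against 807 and 195 in the early erythroid-like group. For Ery2 to Ery4 there are about 15 tdTom+ cells in Fig. 4E, read by eye, against 497. For Mk there are about 5 tdTom- cells in Fig. 4E, read by eye, against 45. For My there are about 50 tdTom+ and about 15 tdTom- cells in Fig. 4E, read by eye, against 197 and 29. The one alternative set before the data were examined that gives such counts, leaving out the cells with the most UMIs, has none of these within the paper's.

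For Ery1, the paper's log2 fold in Table S3 is 3.72 for *Spi1*, against 4.82 here, and thinning to 5000 UMIs (4.42) brings it within the error while the other alternatives set before the data were examined do not. Cosine distance (4.31) also does, a setting chosen after seeing the values. For *Kit* the paper's value is 3.41 against 2.62, closed by thinning alone (3.51). For *Mllt3* it is -1.72 against -2.82, closed by adding unspliced UMIs alone (-1.66). For *Hbq1b* it is 2.16 against 0.61, closed by thinning alone (1.88). For *Eif2s3y* it is 1.26 against 0.77, closed by thinning (1.14) and, chosen after seeing the values, by all erythroid-like cells (1.08). For *Grb10* it is -3.61 against -3.90, closed by adding unspliced UMIs (-3.75), by leaving out the cells with the most UMIs (-3.83) and by thinning (-3.83). Thinning was drawn at random once, and it weights cells equally, as the mean of each cell's CPM does. That mean gave 2.69 for *Kit*, 0.68 for *Hbq1b*, 0.79 for *Eif2s3y* and 4.89 for *Spi1*, and closed none of them. What thinning closes can thus be counting noise of the draw, and it does not show that depth accounts for a gap. No alternative set before the data were examined closes the following. The paper's value is 2.07 for *Hbb-y* against -0.74, -3.22 for *Gata1* against -2.23, -2.61 for *Hbb-bt* against -1.52, -2.13 for *Hba-a2* against -0.58 and -3.17 for *Hemgn* against -4.01. It is -1.34 for *Hbb-bh1* against -0.88, 1.34 for *Ddx3y* against 0.66, 1.41 for *Kdm5d* against 0.013 and 1.93 for *Uty* against 0.60. All erythroid-like cells, chosen after seeing the values, give -1.35, 1.19, 1.01 and 1.24 for these 4.

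For Mk, the paper's value is 4.46 for *Kit* against 3.10, closed by subtracting the free-RNA profile alone (4.30). No alternative set before the data were examined closes the others. The paper's value is 5.58 for *Spi1* against 3.14, 3.82 for *Myb* against 1.45, -5.88 for *Gp5* against -2.50, -6.12 for *Pf4* against -1.12 and -3.47 for *Plek* against -1.31. It is -1.36 for *Hba-x* against -2.47, -4.56 for *Gata1* against -3.14, 2.22 for *Ddx3y* against 0.62, -5.87 for *Cited4* against -3.06 and -4.94 for *F10* against -3.01.

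The paper states that cells with a megakaryocyte signature are over-represented among mutant cells. The sub-cluster named from markers held 1 tdTom+ and 45 tdTom- cells, while matching gave 6.71% of tdTom+ and 3.05% of tdTom- blood cells. The paper states that *Spi1* is raised in all hemato-endothelial subsets and most in Mk and Ery1. Here its log2 fold was above 0 in 6 of 7 groups, with -0.08 in endothelial-like sub-cluster 0, and it was 5.70 in later erythroid-like cells, above the 3.14 of the megakaryocyte-like group. The paper states that the rate of expression of MURK genes fails to increase in mutant cells. The slope of unspliced on spliced counts was higher in later than in early cells for 43 genes in tdTom- and 38 in tdTom+ cells. Since only 43 of 89 genes had this rise in tdTom- cells, the slopes cannot tell whether it is missing in tdTom+ cells. The paper's slopes compare Erythroid3 with Erythroid2, which were not rebuilt here. The rise in unspliced CPM was larger in tdTom- cells for 64 of 89 genes.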

Other observations

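The test on the cell cycle in this part and its bound were written before its result was seen, but the use of the interval that leaves it undecided was added afterwards, and the count of cells with *Xist* and Y-linked genes was added after the data were seen.

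Of tdTom+ cells, 497 were nearest to later erythroid-like tdTom- cells, although 5 tdTom+ cells in all lay in erythroid-like sub-clusters. The cells matched to later and to early tdTom- cells might share a phase of the cell cycle with them. Over 12 genes of the G2M list, the median log2 change between tdTom+ cells matched to later and to early cells was 0.46 (0.40 to 0.52), with 0.17 between the tdTom- cells themselves. Over 13 genes of the S list it was -0.35 in tdTom+ and -0.34 in tdTom- cells. The bound was 0.50, above the value but within the interval, and so the cell cycle and differentiation cannot be told apart for these cells.

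At least 1 UMI of 4 Y-linked genes and 0 UMIs of *Xist* were found in 91.9% of tdTom+ and 41.2% of tdTom- cells. At least 3 *Xist* UMIs and 0 UMIs of the Y-linked genes were found in 0.345% of tdTom+ and 39.6% of tdTom- cells. Over all cells, *Eif2s3y* had a log2 fold of 1.00, *Uty* one of 0.78 and *Kdm5d* one of 0.55 in tdTom+ over tdTom- cells.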
